# Penetration of the Stigma and Style Elicits a Novel Transcriptome in Pollen Tubes, Pointing to Genes Critical for Growth in a Pistil

**DOI:** 10.1371/journal.pgen.1000621

**Published:** 2009-08-28

**Authors:** Yuan Qin, Alexander R. Leydon, Ann Manziello, Ritu Pandey, David Mount, Stojan Denic, Bane Vasic, Mark A. Johnson, Ravishankar Palanivelu

## Abstract

Pollen tubes extend through pistil tissues and are guided to ovules where they release sperm for fertilization. Although pollen tubes can germinate and elongate in a synthetic medium, their trajectory is random and their growth rates are slower compared to growth in pistil tissues. Furthermore, interaction with the pistil renders pollen tubes competent to respond to guidance cues secreted by specialized cells within the ovule. The molecular basis for this potentiation of the pollen tube by the pistil remains uncharacterized. Using microarray analysis in *Arabidopsis*, we show that pollen tubes that have grown through stigma and style tissues of a pistil have a distinct gene expression profile and express a substantially larger fraction of the *Arabidopsis* genome than pollen grains or pollen tubes grown *in vitro*. Genes involved in signal transduction, transcription, and pollen tube growth are overrepresented in the subset of the *Arabidopsis* genome that is enriched in pistil-interacted pollen tubes, suggesting the possibility of a regulatory network that orchestrates gene expression as pollen tubes migrate through the pistil. Reverse genetic analysis of genes induced during pollen tube growth identified seven that had not previously been implicated in pollen tube growth. Two genes are required for pollen tube navigation through the pistil, and five genes are required for optimal pollen tube elongation *in vitro*. Our studies form the foundation for functional genomic analysis of the interactions between the pollen tube and the pistil, which is an excellent system for elucidation of novel modes of cell–cell interaction.

## Author Summary

For successful reproduction in flowering plants, a single-celled pollen tube must rapidly extend through female pistil tissue, locate female gametes, and deliver sperm. Pollen tubes undergo a dramatic transformation while growing in the pistil; they grow faster compared to tubes grown *in vitro* and become competent to perceive and respond to navigation cues secreted by the pistil. The genes expressed by pollen tubes in response to growth in the pistil have not been characterized. We used a surgical procedure to obtain large quantities of uncontaminated pollen tubes that grew through the pistil and defined their transcriptome by microarray analysis. Importantly, we identify a set of genes that are specifically expressed in pollen tubes in response to their growth in the pistil and are not expressed during other stages of pollen or plant development. We analyzed mutants in 33 pollen tube–expressed genes using a sensitive series of pollen function assays and demonstrate that seven of these genes are critical for pollen tube growth; two specifically disrupt growth in the pistil. By identifying pollen tube genes induced by the pistil and describing a mutant analysis scheme to understand their function, we lay the foundation for functional genomic analysis of pollen–pistil interactions.

## Introduction

Cell-cell interactions can regulate the fate, morphology, and migration patterns of cells during development of multicellular organisms. Cell surface molecules mediate these interactions by initiating intracellular signal transduction cascades that cause changes in nuclear gene expression patterns [1]. Since the pollen tube of flowering plants interacts with several distinct cell types during its migration to an ovule, it represents an attractive model system for studying changes in global gene expression patterns in response to cell-cell interactions.

Flowering plants alternate between haploid gametophytic and diploid sporophytic phases of their life cycle. Male and female gametophytes develop through a series of mitotic divisions of haploid spores, which are produced when diploid sporophytic cells within the anther (male) and ovule (female) undergo meiosis [2]. Male spores divide asymmetrically to produce a vegetative cell that engulfs a smaller generative cell. The generative cell then divides to form two sperm cells within the cytoplasm of the pollen grain, which constitutes the mature male gametophyte [3],[4].

Upon binding a compatible stigma, the pollen grain germinates a tube that penetrates the stigma and grows rapidly through a protein and carbohydrate-rich extracellular matrix secreted by specialized cells of the pistil [5]. Pollen tubes extend by an actin-myosin-based tip-growth mechanism that transports vesicles loaded with new cell wall material to the extending apex [6]–[9]. In response to guidance cues from female cells, individual pollen tubes target and enter an ovule micropyle [10], contact the female gametophyte [11], arrest growth [12],[13], and burst [14], releasing two sperm for fertilization of female gametes [15].

Pollen is released from anthers at anthesis and has therefore been amenable to global gene expression profiling. Transcriptome analysis showed that pollen expresses a unique subset of the *Arabidopsis* genome relative to sporophytic tissues [16]–[19] and revealed changes in the patterns of gene expression as the male gametophyte develops from a spore to a tricellular pollen grain [18]. Determination of the transcriptome of purified sperm cells showed that male gametes have a distinct gene expression program that contributes to the transcriptome of the pollen grain [20]. Recently, genome-wide expression profiling of pollen tubes grown *in vitro* identified a set of genes that are expressed in the pollen tube but not in pollen [21]. This important study suggests that there is *de novo* mRNA synthesis in the growing pollen tube and raises the interesting possibility that a novel set of genes may be expressed in response to growth through the pistil.

Studies in maize and petunia suggest that pistils induce gene expression changes in pollen tubes. For example, exposure of petunia pollen to kaempferol, a pollen germination-inducing molecule produced by the stigma [22], resulted in significant gene expression changes during the first 0.5 hours after pollen germination. Eight novel cDNAs whose expression increased in response to kaempferol were identified in petunia pollen tubes [23].

It is also clear that pollen tube physiology changes as a consequence of growth through pistil tissue, but the molecular bases for these changes are largely unknown. Pollen tubes extend at faster rates in a pistil and achieve substantially greater terminal lengths compared to pollen tubes grown *in vitro* [24]. Furthermore, pollen tubes germinated *in vitro* target the ovule micropyle at very low efficiencies; however, if pollen tubes are first grown through pistil tissues, guidance to ovules is significantly enhanced [25],[26]. Therefore, it is likely that the transcriptome of pollen tubes grown through the pistil differs considerably from that of *in vitro*-grown pollen tubes. Defining these differences could lead to the discovery of genes that are activated by potentiation of the pollen tube by the pistil and are required for pollen tube guidance, and to the identification of gene regulatory networks that mediate the pollen tube response to the pistil environment.

In this study, we defined the transcriptome of pollen tubes that have grown through pistil tissues using a semi-*in vivo* pollen tube (SIV PT) growth system we developed for *Arabidopsis* [26]. Importantly, the SIV PT transcriptome was significantly different from those of pollen grains or pollen tubes grown *in vitro*. In addition, we showed that a significant number of genes are shared between the SIV PT transcriptome and sporophytic tissues, which are not expressed in pollen or pollen tubes grown *in vitro*. We also defined a set of genes that are enriched in semi-*in vivo* grown pollen tubes relative to pollen, pollen tubes grown *in vitro*, and a collection of sporophytic tissues. The distribution of functional categories in this set of genes compared to pollen grains revealed a significant enrichment for the Toll/Interleukin-1 Receptor homology-Nucleotide Binding Site-Leucine Rich Repeat (TIR-NBS-LRR)-type receptor family of proteins [27]. These genes have been implicated in pathogen-derived-effector-protein recognition and could play a direct signaling role during pollen tube potentiation by pistils. To determine whether genes whose expression increases during pollen tube growth *in vitro* and/or semi *in vivo* are required for pollen tube function, we performed reverse-genetic analysis of selected genes. We identified five mutants that disrupt pollen tube growth *in vitro* and two mutants that specifically disrupt pollen tube growth in the pistil. Our studies lay the foundation for functional genomic analysis of pollen tube-pistil interactions.

## Results

### Microarray Analysis To Identify Genes Expressed in *In Vitro*– and Semi *In Vivo*–Grown Pollen Tubes

To identify gene expression changes during pollen tube growth *in vitro* or through a pistil, we performed comparative microarray analysis with RNA isolated from dry, un-germinated pollen (dry pollen, Figure 1A), pollen grown *in vitro* for 0.5 hours (0.5 h PT, Figure 1B), or for 4 hours (4 h PT, Figure 1C) and pollen germinated and grown through the stigma and style (SIV PT; Figure 1D-1F). Pollen tubes grown by the semi-*in vivo* method exit as a bundle from the cut end of a style and fan out on the solid pollen growth medium (Figure 1E, 1F). Pollen tube bundles from ∼800 cut pistils were excised and combined for RNA isolation (Figure 1E, 1F).

**Figure 1:**
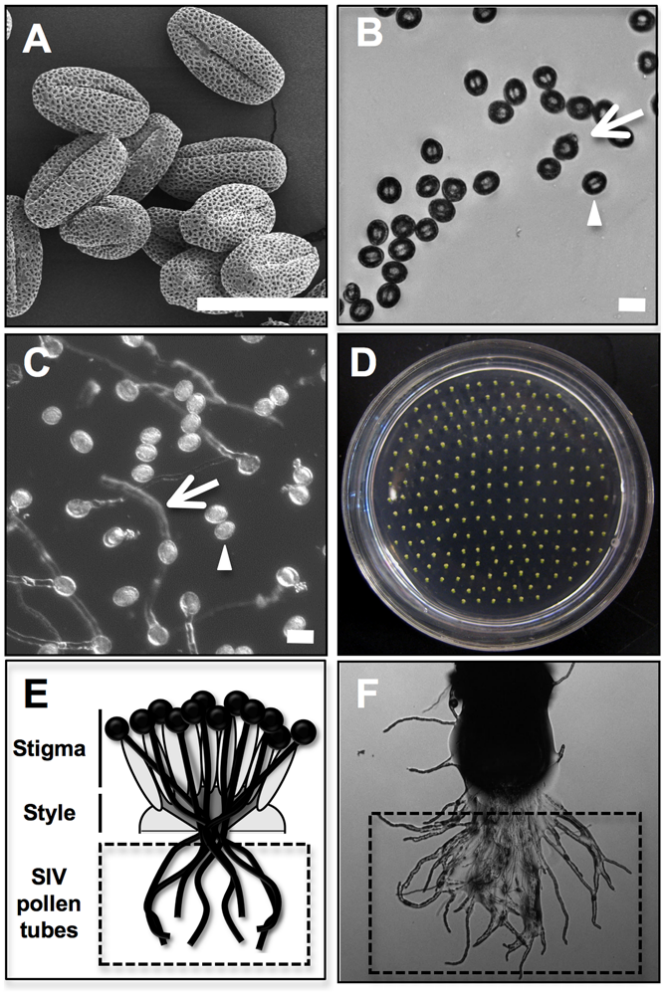
Pollen samples used in microarray analysis. (A) A scanning electron micrograph of dry pollen grains collected by vacuum. (B) Bright field micrograph of the 0.5 h PT sample. Hydrated pollen grains (a representative grain shown by arrowhead) and grains that are beginning to germinate (arrow) are shown. (C) Pollen tube growth in a 4 h PT sample. Many grains exhibit elongated tubes (arrow); however, some pollen grains have not germinated (arrowhead). (D) Light micrograph of a petri dish containing semi *in vivo* grown pollen tubes from cut pistil explants. Approximately 800 pollen tube bundles were used for each microarray experiment. (E) Diagram of semi *in vivo* pollen tube growth. Bundles of pollen tubes that have emerged from the style (within the dotted box) were excised for RNA isolation. (F) A higher magnification of one cut pistil explant is shown. The dotted box indicates the SIV PT material collected for microarray analysis. Scale bars (A–C), 25 µm.

Using RNA isolated from the four different pollen conditions (dry pollen, 0.5 h PT, 4 h PT and SIV PT; also see Materials and Methods), we synthesized probes and hybridized to Affymetrix *Arabidopsis* ATH1 genome arrays. We generated probes from four biological replicates of dry pollen, 0.5 h PT, 4 h PT and three replicates of SIV PT. The raw expression data from these 15 experiments are provided (Table S1, Table S2, Table S3, Table S4). To detect genes that are preferentially expressed in pollen tubes compared to other cell types, we obtained publicly available microarray data for seven sporophytic tissues: 7-day-old roots, 17-day-old roots, 8-day-old seedlings, 21-day-old seedlings, 17-day-old rosette leaves (three replicates of each, [28]), unpollinated ovary and unpollinated stigma (four and three replicates respectively, [29]). Data from a previously published pollen microarray was also included as a reference (three replicates, [28]). By analyzing these 25 publicly available data sets along with our 15 arrays (Robust Microarray Analysis tools, RMA, see Materials and Methods), we obtained normalized expression values for each gene that allowed us to make comparisons among these experiments (Table S5).

The ranges of Pearson coefficients of array-array intensity were high for pairwise comparisons among the dry pollen, 0.5 h PT, 4 h PT and SIV PT replicates, suggesting that there is high reproducibility among the biological replicates and that one pollen type could be distinguished from the other (Table S6). 

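Dry pollen, 0.5 h PT and 4 h PT hold the leucine-rich repeat receptor kinase transcript PRK2A at nearly the same signal, 46,470 ± 1,584, 48,467 ± 2,424 and 48,277 ± 5,872 (mean ± SD, n = 4 arrays each). In SIV PT the same transcript is at 7,862 ± 418 (n = 3). The receptor kinase transcript BUPS2 follows it, from 15,905 ± 1,610 in dry pollen to 4,665 ± 281 in SIV PT, while ROPGEF13, which encodes an activator of ROP GTPases, goes from 159 ± 80 through 434 ± 119 and 3,132 ± 457 to 7,167 ± 228. Changes are given as log2(signal + 64), and a gene counts as changed at B above 3 and at least 3-fold in limma across all probe sets. PRK2A fell by 2.55 and BUPS2 fell by 1.75 from dry pollen to SIV PT, and ROPGEF13 rose by 5.12. The fall of BUPS2 does not pass after quantile normalization, at −1.526. From 0.5 h PT to 4 h PT ROPGEF13 rose by 2.70. Of the 9 measured transcripts on a list of pollen tube polarity and receptor genes, 1 rose, 2 fell and 6 did not pass (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.99, adjusted p = 0.992 with an estimated correlation) from dry pollen to SIV PT. The median change of that list is −0.11 but 0.90 after quantile normalization, with 4 rising and 1 falling, so its direction turns with the scaling. Across all probe sets, Pearson r between replicates ran from 0.944 to 0.967 in dry pollen, 0.945 to 0.957 in 0.5 h PT, 0.928 to 0.952 in 4 h PT and 0.961 to 0.967 in SIV PT. SIV PT arrays reached 0.811 to 0.840 with dry pollen, 0.816 to 0.844 with 0.5 h PT and 0.855 to 0.879 with 4 h PT. Dry pollen against 0.5 h PT gave 0.937 to 0.962, as high as replicates of a single condition. Probe sets are not independent replicates, so these r values carry no p-value. Clustering divides SIV PT from the other arrays first and 4 h PT next, and leaves dry pollen and 0.5 h PT mixed. The sample labels call the replicates biological and say nothing more on separate cultures, so p-values here measure the spread between these samples.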

Similar results were obtained with hierarchical clustering of pollen arrays (Figure S1). Pairwise comparisons of Pearson correlation coefficients showed that previously published pollen data [28] was most similar to our dry pollen (0.935–0.944) and 0.5 h PT (0.935–0.949) samples.

### Characterization of the *Arabidopsis* Pollen Tube Transcriptome

Using our RMA-normalized data set (Table S5), we identified genes that are expressed during pollen tube growth. RMA analysis does not provide a ‘present’ or ‘absent’ score, so we set an expression value of 100 or higher as a stringent threshold for expression to obtain a conservative estimate of gene expression in each cell or tissue analyzed. In reverse transcription followed by real-time quantitative PCR (qRT-PCR) experiments, we could consistently confirm expression for genes above this threshold value (see below). Using these criteria, we found that 6,304, 6,308, and 6,356 genes were present in dry pollen, 0.5 h PT, and 4 h PT, respectively (Figure 2A, 2B). 

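JAZ1, which encodes a repressor of jasmonate signalling, is near the floor of the arrays in dry pollen (51 ± 50), 0.5 h PT (28 ± 34) and 4 h PT (24 ± 33) and reaches 1,012 ± 51 in SIV PT (mean signal ± SD, n = 4, 4, 4 and 3). The jasmonate transcription factor MYC2 is at 19 ± 14 in dry pollen, 149 ± 64 in 4 h PT and 631 ± 29 in SIV PT. PFL, a ribosomal protein S18 gene, goes from 20 ± 27 in 4 h PT to 195 ± 35 in SIV PT. JAZ1 rose by 3.68 log2 from 4 h PT to SIV PT (adjusted p = 6.33e-07 by limma), MYC2 by 1.76 and PFL by 1.67. The MYC2 call ends at 1.38 after quantile normalization, and MYC2 and PFL do not pass with either other offset or without any single SIV PT array or 4 h PT replicate 1 or 2. PFL also fails without 4 h PT replicate 3. Among 4 measured jasmonate and wound response transcripts, 2 rose, 0 fell and 2 did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.00569, adjusted p = 0.0603 with an estimated correlation) over this step. Of 5 cytosolic ribosomal protein transcripts, 1 rose, 0 fell and 4 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.00569, adjusted p = 0.0873 with an estimated correlation). With a mean log2 signal of at least 8 as the limit, 4,941 probe sets are expressed in dry pollen, 4,971 in 0.5 h PT, 5,109 in 4 h PT and 5,974 in SIV PT. SIV PT is highest in all 22 settings and omissions tried, but the excess depends on the limit and the scaling: it is 5,403 against 5,158 in dry pollen after quantile normalization, which levels the number on single arrays at 5,425, and at a signal of 100 it is 8,889 against 8,878 in dry pollen, nearly equal. Single SIV PT arrays hold 6,005 to 6,048 probe sets at the limit, against 5,134 to 5,786 for 4 h PT (exact permutation p = 0.0022 against all other arrays, the smallest possible). SIV PT arrays also give their 100 strongest probe sets a smaller share of the summed signal, 23.3 to 25.0% against 27.9 to 32.7% elsewhere. The Arabidopsis GAPDH control has 5' signals under the limit, with condition means of 181 to 249. Its ratio of 3' to 5' signal is 6.59 to 9.72 in SIV PT and 1.25 to 2.88 elsewhere. Such a ratio is higher in every SIV PT array than in every other array for 3 of 6 control pairs of probe sets, 1 each for actin, GAPDH and ubiquitin. It is not for the other 3. Among these a second GAPDH pair overlaps narrowly, at 1.08 to 1.37 in SIV PT and 0.44 to 1.21 elsewhere (exact permutation p = 0.0132 against all other arrays). RNA quality is thus not told apart from the condition.

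**Figure D1:**
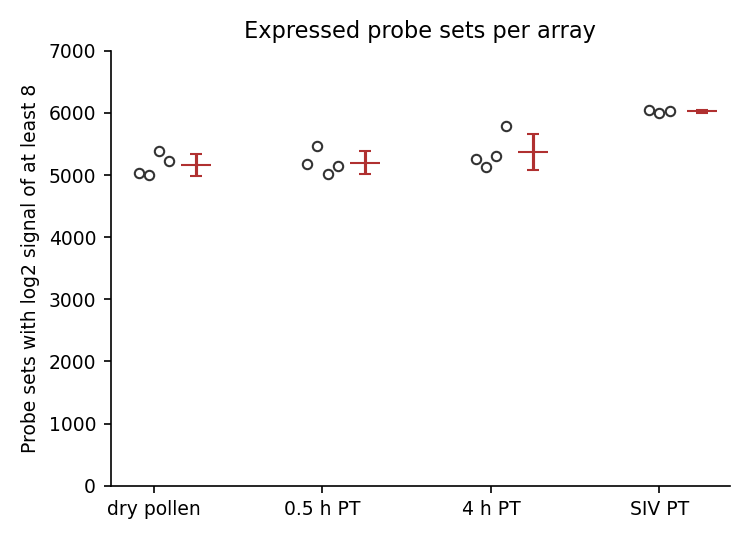
Probe sets with a log2 signal of at least 8 on each of 15 arrays (open circles). Red bars give mean ± SD per condition. PT, pollen tubes; SIV, semi in vivo.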

The number of genes expressed in SIV PT was greater (7,044) than any other pollen tube growth condition tested, suggesting a substantial change in the transcriptome following interaction with female reproductive tissues (Figure 2B).

**Figure 2:**
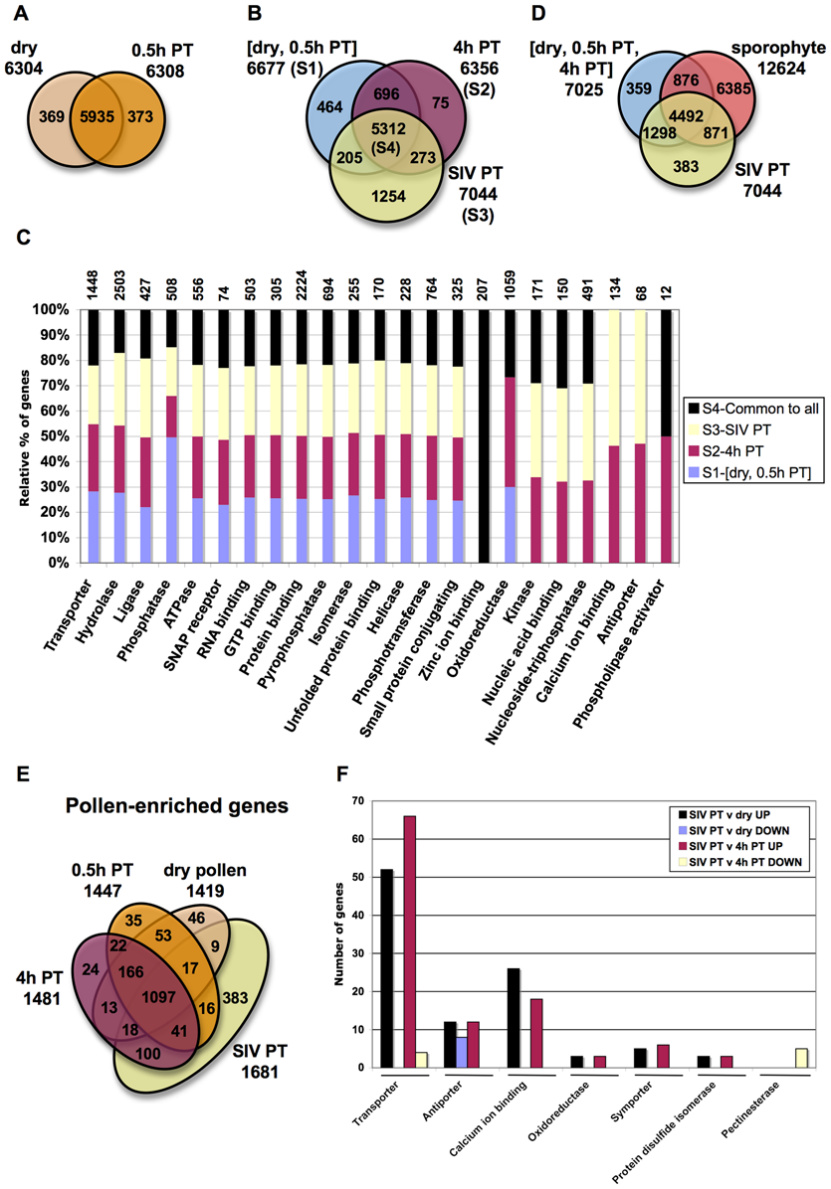
Differential gene expression in pollen and pollen tubes. Genes were considered expressed in a given cell type or tissue if their mean, normalized expression value was greater than 100; the total number of genes expressed in each category is provided. (A) A two-way comparison of dry pollen (dry) with 0.5 h PT. (B) The set of 6,677 genes expressed in dry and 0.5 h PT in a 3-way comparison with 4 h PT and SIV PT. (C) Relative percentage of genes with selected GO terms that were significantly overrepresented in sectors 1–4 in Figure 2B. The number above each column denotes the cumulative number of genes detected for a particular GO term in the four sectors (also see Materials and Methods). (D) The set of 7,025 genes expressed in dry, 0.5 h PT, and 4 h PT in a 3-way comparison with the set of genes expressed in any of the seven sporophytic tissues analyzed (sporophyte) and SIV PT. (E) A 4-way comparison among the pollen samples of 2,040 pollen-enriched genes that were not expressed in any of the seven sporophytic tissues analyzed. (F) Number of genes with selected GO terms that were significantly overrepresented in the genes that are up or down regulated significantly in SIV PT compared to dry pollen or 4 h PT (Table S14 and Table S15).

We determined the extent of overlap among the transcriptomes of the four pollen conditions we tested. There is significant overlap between dry pollen and 0.5 h PT (Figure 2A; Table S6, Table S7, and Figure S1). Because of this extensive similarity, we combined dry pollen and 0.5 h PT into one group of 6,677 pollen genes [dry pollen and 0.5 h PT] (sector S1, Figure 2B). This combined set, when compared with 4 h PT (sector S2, Figure 2B) and SIV PT (sector S3, Figure 2B) identified 5,312 genes (sector S4, Figure 2B) shared by all pollen samples, representing a core set of pollen genes. Previously characterized pollen and pollen tube-expressed genes known to be critical for pollen tube growth such as the *ROP1* GTPase (At3g51300, [30]), *AtGEF12* (At1g79860, [31]), *RabA4d* (At3g12160, [32]), *ACA9* (At3g21180, [33]), *CNGC18* (At5g14870, [34]), the *VANGUARD* pectinesterase (At3g621790, [35]), and *AtMGD2* and *AtMGD3* (At5g20410 and At2g11810, [36]) were expressed in the SIV PT, 4 h PT, 0.5 h PT and dry pollen transcriptomes (Table S5).

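CNGC18, a cyclic nucleotide-gated channel gene, has a signal of 4,510 ± 263 in dry pollen, 4,612 ± 305 in 0.5 h PT, 3,978 ± 778 in 4 h PT and 3,424 ± 157 in SIV PT (mean ± SD, n = 4, 4, 4 and 3). MGD2, a galactolipid synthase gene, stands at 65,204 ± 3,995, 64,282 ± 492, 67,280 ± 9,878 and 22,032 ± 2,916. Another channel transcript, CNGC7, goes the other way, from 490 ± 73 in dry pollen to 857 ± 109 in 4 h PT and 4,651 ± 151 in SIV PT. The calcium-dependent kinase transcript CPK14 drops from 26,827 ± 5,124 in 4 h PT to 6,882 ± 918 in SIV PT. CNGC7 rose by 2.36 log2 from 4 h PT to SIV PT (adjusted p = 5.27e-08), CPK14 fell by 1.94 and MGD2 fell by 1.60. CNGC18 did not pass, at −0.19. MGD2 does not pass after quantile normalization, at −0.605, after median centring, at −1.488, or without 4 h PT replicate 3 or SIV PT replicate 1, and CPK14 ends at −1.57 after quantile normalization. Of 6 measured calcium signalling and transport transcripts, 1 rose, 1 fell and 4 did not pass (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.911, adjusted p = 0.925 with an estimated correlation) between 4 h PT and SIV PT. CNGC18 and MGD2 are the 2 with a named probe set in the annotation used here among the genes that the paper takes from earlier studies as needed for tube growth. Of them 0 rose, 1 fell and 1 did not pass (1 lower when adjusted over the list alone). All 4 conditions share 4,176 expressed probe sets at a mean log2 signal of at least 8, and dry pollen with 0.5 h PT hold 5,195 in at least 1 of them.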

Gene Ontology (GO) term enrichment analysis of the three sectors (S1–S3) also revealed that certain GO term categories are overrepresented in all pollen conditions relative to the whole genome (first 15 GO categories, Figure 2C). The two pollen tube transcriptomes shared 273 genes not found in [dry pollen, 0.5 h PT] (S1, Figure 2B). GO term category overrepresentation analysis also highlighted the overlap between the 4 h PT and SIV PT transcriptomes: genes encoding kinases, antiporters, nucleoside triphosphatases, calcium ion binding proteins, and nucleic acid binding proteins are overrepresented in 4 h PT and SIV PT but not in dry pollen and 0.5 h PT (Figure 2C). Interestingly, the number of genes detected only in SIV PT (1,254) was significantly higher than the number of genes detected only in 4 h PT (75, Figure 2B). These data suggest that growth through the pistil elicits a significant change in the pollen tube transcriptome.

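AT1G03010 is near the floor of the arrays outside the pistil-grown tubes, with 13 ± 8.15 in dry pollen, 11 ± 4.23 in 4 h PT and 1,258 ± 588 in SIV PT (mean signal ± SD, n = 4, 4 and 3). YSL7, a metal-nicotianamine transporter gene, goes from 134 ± 78 in 4 h PT to 7,421 ± 2,128 in SIV PT, and the zinc transporter gene ZIP11 from 169 ± 85 to 7,351 ± 352. KLCR2 is at 77 ± 48 in dry pollen, 447 ± 308 in 4 h PT and 24,997 ± 1,940 in SIV PT. Against 4 h PT, KLCR2 rose 59.2-fold (adjusted p = 1.91e-07), YSL7 39.6-fold (adjusted p = 1.34e-08) and AT1G03010 by 4.05 log2 (adjusted p = 1.14e-08). At a mean log2 signal of at least 8, 1,175 probe sets are expressed in SIV PT alone and 46 in 4 h PT alone, with 280 in 4 h PT and SIV PT but in neither earlier condition. Dry pollen alone holds 100 and 0.5 h PT alone 56. Among the 1,175, 294 rose against 4 h PT and 340 against dry pollen, and in 461 every other condition lies under a log2 signal of 7. Their median signal is 412 in SIV PT and 123 in 4 h PT. After quantile normalization 778 are in SIV PT alone, 60 in 4 h PT alone and 172 in dry pollen alone, and a log2 limit of 9 leaves 935 and 12. Lowering the log2 limit to 7 brings 4 h PT alone to 277 and leaves SIV PT alone at 1,214. Of 7 pistil tissue marker transcripts, 0 rose, 0 fell and 7 did not pass (0 higher when adjusted over the list alone, camera adjusted p = 0.911, adjusted p = 0.939 with an estimated correlation), and none of the 7 reaches the limit in SIV PT. CES, which encodes a brassinosteroid transcription factor, is at 125 ± 127 and the green-tissue transcript RCA, for rubisco activase, at 144 ± 48 in SIV PT, against 27 ± 27 and 126 ± 68 in 4 h PT. The pistil list median is −0.05 and turns to 0.02 or 0.06 under the other scalings.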

### A Distinct Set of Genes Define Pollen Tube Growth *In Vitro* and in a Pistil

We next explored the overlap in expression between sporophytic tissues (expressed in any of seven sporophytic samples analyzed), SIV PT, and all other pollen conditions (Figure 2D). Notably, SIV PT and sporophytic tissues share a set of 871 genes that are not expressed in the three other pollen samples analyzed. This analysis also identified 2,040 genes that were expressed in pollen but not sporophytic samples. Among these 2,040 genes, 1,097 are shared by all four pollen conditions (Figure 2E). Our analysis also identified a set of 507 pollen tube-enriched genes, including the 100 genes that are common to SIV PT and 4 h PT (Figure 2E). Interestingly, SIV PT has the largest number of unique genes (383) compared to any other pollen condition (Figure 2E and Table S8; referred henceforth as SIV PT-enriched genes), further confirming that the SIV PT transcriptome is distinct from dry pollen or *in vitro* grown pollen tubes despite the overlap it shares with these transcriptomes.

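HT1 and AT4G13760, on the paper's list of SIV PT-enriched genes, stand near the floor of the arrays in pollen grown on medium and well above it in tubes that passed through a pistil. The HT1 signal, for a protein kinase of the stomatal response to carbon dioxide, is 24 ± 6.8 in dry pollen, 24 ± 9.52 in 4 h PT and 424 ± 140 in SIV PT (mean ± SD, n = 4, 4 and 3). Polygalacturonase transcript AT4G13760 stands at 29 ± 28, 126 ± 31 and 2,845 ± 1,386. All 383 probe sets of that list are on these arrays, and it was chosen by the study on these samples, so it is not independent evidence. At a mean log2 signal of at least 8, 297 of the 383 are expressed in SIV PT, 258 of them in SIV PT alone. Against 4 h PT 86 rose and 0 fell, with a median log2 change of 1.35, and against dry pollen 110 rose. The paper concludes from this set that the SIV PT transcriptome is distinct despite what it shares with the other pollen samples.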

### Genes with Potential Functions in Signal Transduction, Pollen Tube Growth, and Transcription Are Overrepresented Among SIV PT-Enriched Genes

We determined if any GO terms were significantly overrepresented among the 383 SIV PT-enriched genes (Figure 2D, Table S8) compared to pollen-expressed genes (ATGE_73A-C; [28]). Twenty-one GO terms, including those related to signaling, cell extension and transcription, were significantly overrepresented in the SIV PT-enriched genes (P value cut off <0.05, Table 1 and Table S9). The most overrepresented terms in the three GO categories were transmembrane receptor activity (molecular function, n = 4, P = 0.001), defense response (biological process, n = 7, P = 0.003), and intrinsic to membrane (cellular component, n = 4, P = 0.003). There were four genes common to each of these three GO categories and all of them belong to the TIR-NBS-LRR receptor subfamily that is part of a ‘R’ gene superfamily implicated in pathogen recognition [27]. In addition, a set of protein kinases (molecular function, n = 4, P = 0.024) was enriched in SIV PT (Table 1, Table S9). These signaling genes may facilitate pollen tube perception and response to pistil guidance cues. 

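AT1G56540, a TIR-NBS-LRR receptor gene, is at 66 ± 46 in dry pollen, 207 ± 56 in 4 h PT and 869 ± 160 in SIV PT (mean signal ± SD, n = 4, 4 and 3). AT5G17680, of the same family, stands at 98 ± 43, 154 ± 52 and 838 ± 314, and AT5G18350 at 326 ± 171 in SIV PT. DSC1, a family member outside the paper's list, is at 57 ± 40 in 4 h PT and 319 ± 57 in SIV PT. AT1G56540 rose by 1.79 log2 from 4 h PT to SIV PT and AT5G17680 by 2.01. AT5G18350 did not pass, at 1.56, and neither did DSC1, at 1.72 with an adjusted p of 0.000244, though it passes with median centring, a replicate block or adjusted p and the 3-fold limit. These calls are fragile: AT1G56540 ends at 1.40 and AT5G17680 at 1.67 after quantile normalization, and either other offset or leaving out SIV PT replicate 1 or 2 ends both. AT1G56540 also fails without 4 h PT replicate 1, 2 or 3. The 3 receptors measured from the paper's list were chosen by the study on these samples and so are not independent evidence; among them 2 rose, 0 fell and 1 did not pass (2 higher when adjusted over the list alone). Of 12 other TIR-NBS-LRR receptors, 0 rose, 0 fell and 12 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.544, adjusted p = 0.614 with an estimated correlation).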

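AT3G06620, a protein kinase transcript, is at 142 ± 34 in 4 h PT and 397 ± 71 in SIV PT (mean signal ± SD, n = 4 and 3). AT3G46920, a further kinase transcript, is at 88 ± 80 and 369 ± 201. HT1 rose by 2.44 log2 from 4 h PT to SIV PT (adjusted p = 2.16e-07), while AT3G46920 at 1.57 and AT3G06620 at 1.16 did not pass. HT1 does not pass with the larger offset. Among the 3 kinases measured from the paper's list, 1 rose, 0 fell and 2 did not pass (1 higher when adjusted over the list alone); the study chose the list on these samples, so it is not independent evidence.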

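SUC8, a sucrose transporter gene, is almost silent in dry pollen (9.73 ± 4.25), stays low in 4 h PT (64 ± 55) and reaches 2,134 ± 785 in SIV PT (mean signal ± SD, n = 4, 4 and 3). Its relative SUC7 goes from 45 ± 28 and 87 ± 45 to 1,552 ± 969. Polygalacturonase transcript AT2G40310 is at 82 ± 56 in 4 h PT and 659 ± 247 in SIV PT. Cation/proton antiporter transcripts ATCHX7 and CHX3 stand at 183 ± 74 and 263 ± 119 in 4 h PT and at 1,969 ± 408 and 2,428 ± 121 in SIV PT. Against 4 h PT, SUC8 rose 17.5-fold (adjusted p = 1.17e-07), SUC7 by 3.23 log2, AT4G13760 by 3.81 (adjusted p = 1.31e-06), ATCHX7 by 3.08 and CHX3 by 3.02. AT2G40310 rose against dry pollen by 2.89 but did not pass against 4 h PT, at 2.33, though it passes with median centring, at 2.45, and by adjusted p with the 3-fold limit. SUC7 does not pass at 2.98 after quantile normalization, nor do SUC7, ATCHX7, CHX3 and the rise of AT2G40310 from dry pollen with the smaller offset. Without SIV PT replicate 1 or 2 SUC7 and that rise of AT2G40310 fail, as do SUC7 without 4 h PT replicate 3 and ATCHX7 without SIV PT replicate 2. The paper's lists for these families were chosen by the study on these samples and so are not independent evidence. On them, 4 of 4 antiporters, 2 of 2 sucrose transporters and 1 of 2 polygalacturonases rose against 4 h PT, and 0 of the antiporters and 1 of the sucrose transporters with the smaller offset. Of 12 polygalacturonase transcripts measured in all, 1 rose, 0 fell and 11 did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.528, adjusted p = 0.747 with an estimated correlation).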

A set of genes annotated as polygalacturonases, sucrose transporters, and antiporters are overrepresented in SIV PT compared to pollen (Table 1, Table S9). These categories have been implicated in pollen tube extension [37]–[42]. Several GO terms related to transcription were also overrepresented in SIV PT-enriched genes (Table 1); they may respond to growth through the pistil and function as key regulators of expression of other genes required for pollen tube growth and guidance (Table 2).

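AT3G60580, a zinc finger transcription factor gene, stands at 158 ± 28 in dry pollen, 446 ± 94 in 4 h PT and 3,358 ± 488 in SIV PT (mean signal ± SD, n = 4, 4 and 3). The homeobox gene HDG3 goes from 37 ± 34 in 4 h PT to 255 ± 38 in SIV PT, and HSI2, which encodes a B3-domain repressor of seed genes, is at 125 ± 46 and 575 ± 218. MADS-box transcript AGL18 drops from 26,467 ± 1,015 in dry pollen to 5,071 ± 1,222 in SIV PT and AGL66 from 9,365 ± 197 to 2,784 ± 280, while AGL94 goes from 39 ± 25 to 470 ± 193. Against 4 h PT, AT3G60580 rose by 2.76 log2 (adjusted p = 5.26e-08) and HDG3 by 1.71, and HSI2 at 1.73 did not pass, though it does with median centring, at 1.84, and by adjusted p with the 3-fold limit. Against dry pollen, HSI2 rose by 1.94, NF-YB13 by 1.72 to 351 ± 59, and AGL94 by 2.32, while AGL18 fell by 2.39 and AGL66 fell by 1.73. E2F1 at 1.21, EEL at 1.25 and HAT3.1 at 1.45 did not pass. HDG3, HSI2, NF-YB13 and AGL94 lose their calls after quantile normalization, with either other offset and without SIV PT replicate 1 or 2, among other omissions, and AGL66 after median centring, at −1.65, and without SIV PT replicate 1 or 2. HSI2 also loses its call in a fit with a replicate block, at 1.93. Of the 17 transcription factors measured from the paper's list, 2 rose, 0 fell and 15 did not pass (4 higher when adjusted over the list alone) against 4 h PT, with 4 rising after median centring and 1 after quantile normalization or with either other offset, and the study chose that list on these samples, so it is not independent evidence. Of 7 pollen MADS-box transcripts, 1 rose, 2 fell and 4 did not pass (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0258, adjusted p = 0.322 with an estimated correlation) against dry pollen.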

**Table 1:** Overrepresentation of functional categories in SIV PT-enriched genes.

GO term^a^	GO category^a^	GO term counts in		P value^d^	Number of genes present in sperm^e^
		SIV PT-enriched genes^b^	Pollen-expressed genes^c^		
Transmembrane receptor activity	MF	4	7	0.001	0
DNA binding	MF	26	261	0.002	14
Polygalacturonase activity	MF	4	14	0.010	0
Histone acetyltransferase activity	MF	2	2	0.014	0
ATP binding	MF	16	165	0.016	8
Sucrose:hydrogen symporter activity	MF	2	3	0.022	0
Protein kinase activity	MF	4	19	0.024	1
Transcription factor activity	MF	20	237	0.028	9
Nucleoside-triphosphatase activity	MF	3	11	0.029	1
Monovalent cation:proton antiporter activity	MF	3	12	0.035	0
Sodium:hydrogen antiporter activity	MF	3	14	0.048	0
Defense response	BP	7	32	0.003	1
Chromosome segregation	BP	2	2	0.014	2
Sucrose transport	BP	2	2	0.014	0
Regulation of transcription	BP	15	155	0.020	8
Regulation of cell cycle	BP	4	20	0.028	3
DNA repair	BP	4	21	0.032	3
Intrinsic to membrane	CC	4	9	0.003	0
Transcription factor complex	CC	2	2	0.014	2
Ubiquitin ligase complex	CC	4	20	0.028	2
Nucleus	CC	35	479	0.030	19

a GO category classifications: MF, Molecular Function; BP, Biological Process; CC, Cellular Component.

b 349 SIV PT-enriched genes (subset of Table S8; Materials and Methods).

c 6741 pollen-expressed genes (from Table S5).

d Determined by Fisher exact test by comparing SIV PT-enriched and pollen-expressed genes; complete results are provided in Table S9.

e Number of SIV PT-enriched genes scored ‘present’ in sperm [20].

**Table 2:** Significant changes in gene expression profiles among different pollen conditions.

Comparison	Significant changes^a^	UP	Maximum fold UP^b^	DOWN	Maximum fold DOWN^c^
0.5 h PT v dry pollen	23	15	7.2	8	7.9
4 h PT v 0.5 h PT	137	137	45.2	0	0.0
4 h PT v dry pollen	197	186	61.0	11	12.0
SIV PT v dry pollen	1578	1222	382.4	356	28.7
SIV PT v 4 h PT	1135	900	128.2	235	19.0

a Genes that had a B value >3 and were at least three fold different between the two indicated conditions (from the list of genes in Table S5).

UP, the number of genes with significant changes that were greater in the first condition of the comparison relative to the second.

b The highest fold increase in expression for a gene in each comparison.

DOWN, the number of the number of genes with significant changes that were lower in the first condition of the comparison relative to the second.

c The highest fold decrease in expression for a gene in each comparison.

### A Modest Number of Gene Expression Changes Occur During Pollen Hydration and Pollen Tube Growth *In Vitro*

We used a t-test (Materials and Methods) on the RMA-normalized data (Table S5) to define statistically significant changes in gene expression during pollen tube growth (Table 2). To minimize false positives, we established two stringent cut-off values: only those genes that had a B value (false discovery rate) of 3 or higher and a fold change of at least 3 were considered to have undergone a significant change in expression (Table S5).

We analyzed changes that occurred between dry pollen and 0.5 h PT to assess the impact of pollen hydration on gene expression. This analysis defined a very small number of genes that increase (15) or decrease (8) during the hydration process (Table 2, Table S10). 

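AT1G76640, a calmodulin-like gene, is at 208 ± 54 in dry pollen and 3,191 ± 337 after 0.5 h on medium (mean signal ± SD, n = 4 and 4). AT1G74450 goes from 264 ± 39 to 2,455 ± 734 over the same time, AT4G12980 from 57 ± 64 to 712 ± 82 and PMZ from 607 ± 164 to 2,297 ± 296. In the other direction LP1, for a lipid transfer protein, goes from 1,042 ± 686 to 17 ± 8.4, the cysteine protease transcript RD21A from 491 ± 219 to 24 ± 20 and MLP168 from 1,001 ± 458 to 76 ± 68. Between dry pollen and 0.5 h PT 6 probe sets rose and 8 fell in limma across all probe sets. AT1G76640 rose 12.1-fold (adjusted p = 3.48e-06), AT1G74450 7.47-fold (adjusted p = 7.59e-05), AT4G12980 7.02-fold and PMZ by 1.85 log2. AT4G30490 and AT5G04760 rose by 2.26 and 2.43. LP1 fell by 3.55 log2 (adjusted p = 0.000138), and MLP168, AT5G45950, RD21A and LTP3 changed by −2.94, −2.81, −2.59 and −1.74. The AT4G12980 call ends without dry pollen replicate 3, AT4G30490 without dry pollen replicate 2 or 3 or 0.5 h PT replicate 2, and MLP168 with the smaller offset. AT4G12980, AT5G04760, PMZ, AT5G45950, RD21A and LTP3 do not pass with the larger offset. AT5G04760 also fails without dry pollen replicate 1, 2 or 3 or 0.5 h PT replicate 3 or 4, and LTP3 without dry pollen replicate 2. At an adjusted p under 0.05 without the other limits, 18 probe sets are higher and 16 lower.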

To define the changes in transcript levels that occur after hydration and during pollen tube growth *in vitro*, we compared 0.5 h PT and 4 h PT; this time period accounts for nearly all of pollen tube extension observed *in vitro* (Figure 1). 

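AT3G15860 is close to the floor of the arrays in dry pollen (20 ± 3.5) and 0.5 h PT (25 ± 10) and reaches 1,724 ± 647 in 4 h PT (mean signal ± SD, n = 4 each). The alternative oxidase transcript AOX1A goes from 104 ± 63 in 0.5 h PT to 4,765 ± 3,371 in 4 h PT, and AT5G35380 from 102 ± 34 to 4,682 ± 2,922. AT5G11820 and AT1G66220 follow, from 37 ± 25 to 2,468 ± 1,659 and from 45 ± 55 to 2,306 ± 1,455. Between 0.5 h PT and 4 h PT 116 probe sets rose and 0 fell by limma's B and the 3-fold limit, the largest rise being 30.3-fold with the offset of 64. At an unadjusted p under 0.05 there are 1,360 higher and 1,181 lower probe sets, and 34 lower ones at an adjusted p under 0.05. AOX1A rose 25.9-fold (adjusted p = 2.8e-05), AT5G35380 25.9-fold (adjusted p = 2.49e-06), AT5G11820 20.3-fold, AT1G66220 19.3-fold and AT3G15860 18.7-fold (adjusted p = 1.21e-06). HSP101, a heat shock protein and disaggregase gene, rose by 2.72 log2 from 46 ± 36, and the small heat shock protein transcripts HSP17.6B and HSP17.6A by 2.74 and 2.95. Of 17 transcripts on a list of heat shock genes, 4 rose, 0 fell and 13 did not pass (12 higher when adjusted over the list alone, camera adjusted p = 1.9e-22, adjusted p = 0.0603 with an estimated correlation) between 0.5 h PT and 4 h PT. The number that rose depends on the scaling, with 3 after quantile normalization, 10 after median centring, 6 with a replicate block and 2 with the larger offset. Sugar transporter transcripts SUC9 and STP10 rose by 3.99 and 4.68. HSP17.6B does not pass after quantile normalization, at 2.72, with either other offset, or without 4 h PT replicate 3 or 4 or any single 0.5 h PT array. HSP101 does not pass with the larger offset or without 0.5 h PT replicate 1, 2 or 4, 4 h PT replicate 3 or SIV PT replicate 3. 4 h PT replicate 4 lies apart from its fellows, with the probe sets that rise towards SIV PT a median of 0.48 log2 above the mean of the other 3.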

One hundred thirty-seven genes had significant increases in expression value in this comparison, while no genes were observed to have a significant decrease (Table 2, Table S11). We also compared dry pollen with 4 h PT and identified 186 genes that increase and 11 genes that decrease during the entire process of hydration and growth *in vitro* (Table 2, Table S12). These results are also consistent with a recent report that identified modest, but significant, changes in the transcriptome of *in vitro*-grown pollen tubes [21].

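AT3G19690 goes from 121 ± 62 in dry pollen and 534 ± 140 in 0.5 h PT to 12,784 ± 4,521 in 4 h PT (mean signal ± SD, n = 4 each). BG5, a beta-1,3-glucanase gene, is highest in 4 h PT, with 333 ± 61 in dry pollen, 12,574 ± 5,395 in 4 h PT and 3,377 ± 406 in SIV PT (n = 3). ABCB9, a transporter gene, goes from 210 ± 71 to 6,122 ± 3,278 in 4 h PT, and AT4G12980 and AT1G76640 reach 6,634 ± 4,222 and 14,892 ± 5,144. HSP101 and HSP90.1, quiet in dry pollen at 13 ± 4.59 and 113 ± 17, stand at 800 ± 609 and 2,105 ± 2,102 in 4 h PT with wide spread between replicates. Between dry pollen and 4 h PT 163 probe sets rose and 11 fell. AT3G19690 rose 69.9-fold (adjusted p = 2.92e-08 by limma), AT1G76640 53.5-fold, AT4G12980 53.1-fold, BG5 29.9-fold and ABCB9 21.3-fold. HSP101 rose by 3.18 log2 and HSP90.1 by 3.13. Of 17 transcripts on the heat shock list, 9 rose, 0 fell and 8 did not pass (13 higher when adjusted over the list alone, camera adjusted p = 1.9e-22, adjusted p = 0.0603 with an estimated correlation), with 11 rising after median centring and 5 with the larger offset. Among 18 CHX cation/proton antiporter transcripts, 6 rose, 0 fell and 12 did not pass (6 higher when adjusted over the list alone, camera adjusted p = 6.04e-05, adjusted p = 0.0639 with an estimated correlation), and among 6 sucrose and hexose transporters 3 rose, 0 fell and 3 did not pass (3 higher when adjusted over the list alone, camera adjusted p = 2.17e-08, adjusted p = 0.0603 with an estimated correlation). The CHX count goes to 5 after quantile normalization or median centring, 4 with a replicate block or the smaller offset and 3 with the larger offset, with CHX3 lost each time. LP1, MLP168 and RD20, which encodes a calcium-binding protein, fell, with changes of −3.65, −3.44 and −1.75. RD20 does not pass in a fit with a replicate block, at −1.75, with either other offset or in 9 of the 15 omissions. HSP90.1 loses its call in the fit with a block too, at 3.13, and without 4 h PT replicate 3 or any single dry pollen array, and HSP90.1 and HSP101 do not pass with the larger offset. Of the 929 probe sets that rose from dry pollen to SIV PT, 4 h PT made a median of 9.8% of the rise in signal. For the 642 that fell it made a median of 26.2% of the fall. The paper counts 58.3% of grains as germinated at 4 h, which compares with these shares of signal only if grains and tubes give RNA alike.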

### A Large Number of Gene Expression Changes Occur When Pollen Tubes Grow Through Pistil Tissues

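SUC9, a sucrose transporter gene, goes from 26 ± 24 in dry pollen to 30,139 ± 887 in SIV PT (mean signal ± SD, n = 4 and 3). AT5G09280 goes from 65 ± 40 to 33,942 ± 3,061, the hexose transporter transcript STP10 from 49 ± 74 to 26,745 ± 2,400 and AT4G21323 from 57 ± 63 to 26,109 ± 3,078. At the other end AT5G27980 drops from 44,664 ± 6,378 to 648 ± 103, the expansin transcript EXPA24 from 6,926 ± 2,186 to 57 ± 45 and PIRL6 from 8,078 ± 497 to 181 ± 94. Between dry pollen and SIV PT 929 probe sets rose and 642 fell, 59.1% of them rising. SUC9 rose 342-fold (adjusted p = 8.36e-09 by limma), AT5G09280 273-fold, STP10 269-fold, AT4G21323 235-fold and AT1G29770 187-fold. Folds from signals near the floor rest on the offset: the log2 rise of SUC9 is 9.613 with the smaller offset and 6.753 with the larger. AT5G27980 fell 62.8-fold and PIRL6 35.1-fold, EXPA24 fell by 5.87 log2 and AT4G00350 fell by 5.02 (adjusted p = 5.61e-11). Among cytosolic chaperones HSP90.1 reaches 19,066 ± 2,301 in SIV PT, HSP17.4 14,555 ± 1,955 and Hsp70b 7,100 ± 1,493. From dry pollen HSP90.1 rose by 6.75 log2, HSP101 by 5.81, HSP17.6II by 5.46, HSP17.4 by 5.30 and Hsp70b by 5.47. Of 17 transcripts on the heat shock list, 14 rose, 0 fell and 3 did not pass (15 higher when adjusted over the list alone, camera adjusted p = 1.63e-15, adjusted p = 0.0873 with an estimated correlation). The 3' to 5' ratio of 1 actin control is 1.71 to 2.08 on SIV PT arrays and 0.04 to 0.79 elsewhere, and that of another overlaps, at 3.25 to 10.83 and 0.35 to 12.43. Both ratios rest on low signals. The 3' probe set of the first has a mean of 266 in SIV PT and 56 to 158 elsewhere. The 5' probe set of the second has means of 70 to 86. After quantile normalization 760 rose and 727 fell, and leaving out 1 array at a time gives 748 to 943 rising and 597 to 644 falling. The authors state that this comparison and SIV PT against 4 h PT hold far more changed genes than any other.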

The number of genes whose expression was significantly different between SIV PT and dry pollen (1,578) or between SIV PT and 4 h PT (1,135) was dramatically greater than any other comparison among the pollen transcriptomes (Table 2, Table S13, Table S14). We compared SIV PT with 4 h PT and identified a large number of genes (900) with significantly higher expression values in SIV PT compared with 4 h PT. 

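BIP3, which encodes an endoplasmic reticulum chaperone made under protein folding stress, is near the floor of the arrays in dry pollen (17 ± 12) and 4 h PT (63 ± 50) and stands at 12,070 ± 626 in SIV PT (mean signal ± SD, n = 4, 4 and 3). The calnexin transcript CNX1 goes from 137 ± 46 in 4 h PT to 9,565 ± 285 in SIV PT. The protein disulfide isomerase transcripts PDIL1-1 and PDIL1-2 go from 274 ± 61 and 102 ± 109 to 9,165 ± 396 and 4,193 ± 825. BIP3 rose by 6.67 log2 from 4 h PT to SIV PT (adjusted p = 5.16e-09 by limma), a size that rests on the offset since 4 h PT is near the floor (7.556 with the smaller offset and 5.285 with the larger), CNX1 48.8-fold (adjusted p = 3.39e-10), PDIL1-2 30.1-fold and PDIL1-1 27.6-fold (adjusted p = 4.24e-10). Of 19 probe sets for ER chaperones and the unfolded protein response, 13 rose, 0 fell and 6 did not pass (13 higher when adjusted over the list alone, camera adjusted p = 2.9e-18, adjusted p = 0.000447 with an estimated correlation). Between dry pollen and 4 h PT, 0 rose, 0 fell and 19 did not pass (0 higher when adjusted over the list alone, camera adjusted p = 0.894, adjusted p = 0.925 with an estimated correlation). The 3' to 5' ratio of 1 ubiquitin control is 1.43 to 1.61 on SIV PT arrays and 0.50 to 1.04 on the others, and that of another overlaps, at 3.34 to 4.05 and 2.11 to 3.86 (exact permutation p = 0.316). The ER list is the only list of the 16 tested that stays under 0.05 with an estimated correlation, and it does so in both comparisons with SIV PT. It holds BIP3 and SEC31A, which the study picked on these samples as higher in SIV PT, so it is not fully independent evidence. Among heat shock genes HSFA2, for a heat shock transcription factor, rose by 3.35 log2, HSC70-1 by 3.31 and HSP90.1 by 3.62, and HSP101 at 2.63 did not pass, though it does with median centring, the larger offset or adjusted p and the 3-fold limit. HSP90.1 fails without 4 h PT replicate 1 or any single SIV PT array. Of the 17 transcripts on the heat shock list, which holds HSFA2 beside heat shock proteins, 3 rose, 0 fell and 14 did not pass (14 higher when adjusted over the list alone, camera adjusted p = 5.45e-07, adjusted p = 0.272 with an estimated correlation), with 5 rising after quantile normalization, 6 after median centring and 5 with a replicate block or the larger offset. Their median change is 2.19 log2, against 2.35 for the ER list. PATL1, ZIP11, AT1G63530, AT2G25070 and AT5G26250 rose by 4.64, 5.07, 4.81, 4.74 and 4.73. In all 616 probe sets rose and 474 fell, 56.5% rising, and the balance depends on the setting: median centring gives 770 and 407, 65.4% rising, quantile normalization 503 and 500, and the smaller offset 449 and 488, where falls outnumber rises. Over all genes the median change is −0.07 log2 and turns to 0.05 under median centring.

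**Figure D2:**
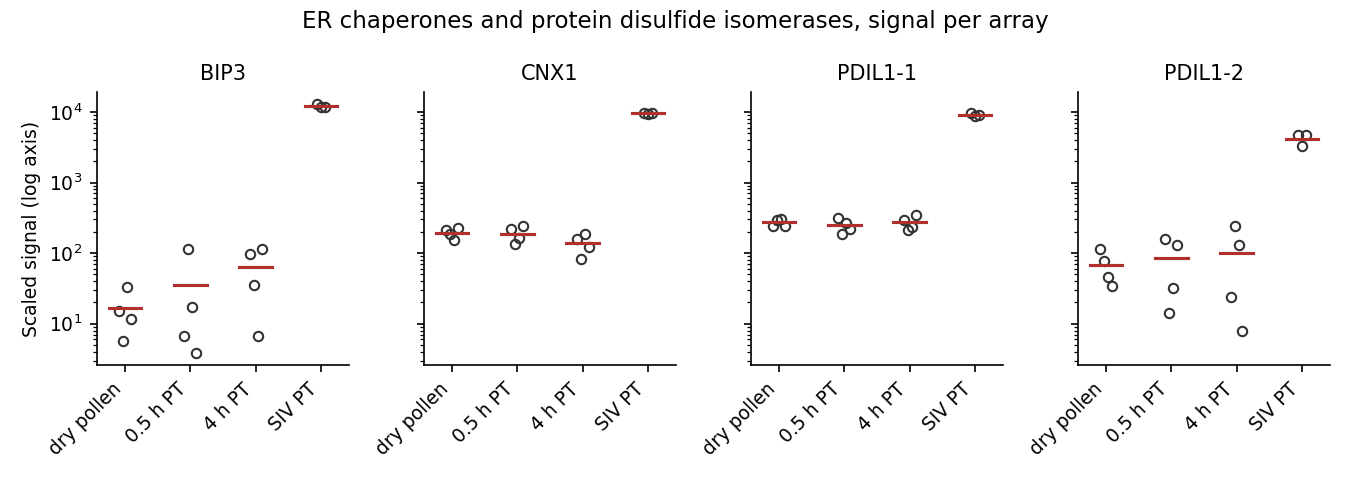
Signal of 4 endoplasmic reticulum chaperone and protein disulfide isomerase genes on each of 15 arrays (open circles, log axis). Red bars give condition means. PT, pollen tubes; SIV, semi in vivo.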

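AT5G27980 is at 33,030 ± 12,040 in 4 h PT (mean signal ± SD, n = 4). EXPA24 is at 4,644 ± 3,441 in 4 h PT, AT1G63060 at 9,986 ± 4,329 and AT3G28980 at 67,829 ± 10,070. AT1G63060 and AT3G28980 are left at 235 ± 58 and 2,194 ± 263 in SIV PT (n = 3), and AT1G54070 goes from 103,541 ± 19,391 to 4,576 ± 880. AT5G27980 fell 44.2-fold from 4 h PT to SIV PT (adjusted p = 3.34e-09 by limma), the largest fall with the offset of 64, and EXPA24 31.9-fold. AT1G63060 fell by 4.97 log2 and AT3G28980 fell by 4.90 (adjusted p = 1.6e-10). Falls of AT1G54070, AT3G06150, AT3G10460 and AT4G00350 follow at −4.48, −4.48, −4.39 and −4.36. PRK2A, the receptor kinase, fell by 2.60 (adjusted p = 1.22e-08) and BUPS2 fell by 1.63, which does not pass after median centring, at −1.51, after quantile normalization, at −1.499, or without 4 h PT replicate 2 or 3 or SIV PT replicate 2. Of 9 pollen tube polarity and receptor transcripts, 0 rose, 2 fell and 7 did not pass (2 lower when adjusted over the list alone, camera adjusted p = 0.391, adjusted p = 0.458 with an estimated correlation). Their median change is −0.25 and turns to 0.67 after quantile normalization. None of the calls of named genes turned direction when any 1 array was left out, and 389 probe sets fell in all 15 omissions.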

There were also a significant number of genes whose expression went down (235) in this comparison (Table 2, Table S13, Table S14). The large number of genes (1,135) that are altered when pollen tubes grow through pistil tissues are candidate factors that underlie the physiological and molecular changes in pollen tubes during a successful fertilization event [22]–[26]. 

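AT2G07020 is at 15 ± 6.59 in dry pollen, 769 ± 444 in 4 h PT and 7,590 ± 950 in SIV PT (mean signal ± SD, n = 4, 4 and 3). AT5G08480 goes from 1,339 ± 808 in 4 h PT to 11,573 ± 3,031 in SIV PT, AT2G37540 from 1,825 ± 884 to 13,129 ± 415 and AT4G34600 from 272 ± 244 to 2,727 ± 488. IPT7, a cytokinin synthesis gene, stands at 105 ± 63, 1,047 ± 551 and 5,002 ± 1,808. From dry pollen AT2G07020 rose by 6.59 log2, AT5G08480 by 7.06, AT2G37540 by 6.14, AT3G26870 by 5.39 and IPT7 by 4.90. Against 4 h PT AT2G07020 rose by 3.36, AT5G08480 by 3.37, AT2G37540 by 2.92, AT5G26720 by 2.49 and AT1G53690 by 2.79. IPT7 at 2.30 and AT3G26870 at 2.08 did not pass at that step, and both pass with median centring, the larger offset, a replicate block or adjusted p and the 3-fold limit. AT4G34600 rose by 3.41, a call that ends at 3.22 after quantile normalization and at 3.52 in a fit with a replicate block, where AT5G08480 ends too, at 3.46. Leaving out any single SIV PT array also ends the calls of AT4G34600 and AT5G08480, which fail in 10 and 12 of the 15 omissions. With the smaller offset AT2G07020, AT5G08480, AT5G26720 and AT4G34600 do not pass from 4 h PT, and with the larger AT1G53690 does not. The 17 measured genes of the paper's discriminating set were chosen by the study on these samples, so they are not independent evidence. Of them, 13 rose, 1 fell and 3 did not pass (15 higher and 1 lower when adjusted over the list alone) against 4 h PT and 16 rose, 1 fell and 0 did not pass (16 higher and 1 lower when adjusted over the list alone) against dry pollen. The first of these counts goes to 7 rising with the smaller offset and 15 after median centring.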

Among the altered genes, we identified a set of genes that can best distinguish SIV PT from dry pollen and 4 h PT (Table S15) using the non-hierarchical k-means clustering method ([43]; also see Materials and Methods). These genes could be used as markers for pollen tubes that have interacted with the pistil.

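STP4, a hexose transporter gene, goes from 3,649 ± 2,150 in 4 h PT to 25,956 ± 2,554 in SIV PT (mean signal ± SD, n = 4 and 3), and SUC9 is at 2,234 ± 1,757 in 4 h PT. CHX12, a cation/proton antiporter gene, goes from 609 ± 327 in 4 h PT to 6,339 ± 325 in SIV PT, CHX19 from 1,452 ± 524 to 13,923 ± 2,457 and NHX4, a sodium/proton exchanger gene, from 268 ± 186 to 3,212 ± 455. SUC9 rose 17.1-fold from 4 h PT to SIV PT (adjusted p = 2.57e-05 by limma), STP10 by 3.71 log2 and STP4 by 3.03. CHX12 rose by 3.36, CHX19 by 3.27 and NHX4 by 3.58. Of 6 sucrose and hexose transporter transcripts, 5 rose, 0 fell and 1 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 6.82e-07, adjusted p = 0.0603 with an estimated correlation) from 4 h PT and 5 rose, 0 fell and 1 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 2.17e-08, adjusted p = 0.0603 with an estimated correlation) from dry pollen. SUC9, STP10 and NHX4 do not pass with the smaller offset, where 2 of the 6 sugar transporters rose from 4 h PT, and STP10 also fails without 4 h PT replicate 2 or any single SIV PT array. The sugar transporter list holds SUC7 and SUC8, which the study chose on these samples, so it is not fully independent evidence.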

In SIV PT, the up-regulated genes (compared to both dry pollen and 4 h PT) included the overrepresented molecular function GO categories of transporter, antiporter, symporter activity and calcium ion binding. These functions are known to be critical for pollen tube growth [39]–[42]. 

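CHX9, a CHX antiporter gene, is at 1,942 ± 1,509 in 4 h PT and 11,448 ± 1,054 in SIV PT, and CHX26 at 808 ± 427 and 3,248 ± 491 (mean signal ± SD, n = 4 and 3). CHX4 goes from 349 ± 158 to 2,333 ± 321 and CHX21 from 817 ± 317 to 4,173 ± 1,007. Against 4 h PT CHX4 rose by 2.64 log2 and CHX21 by 2.33, and CHX9 at 2.80 and CHX26 at 2.04 did not pass. CHX9 passes after quantile normalization, at 3.298, and CHX9 and CHX26 both pass with median centring, the larger offset, a replicate block or adjusted p and the 3-fold limit. Against dry pollen CHX9 rose by 6.95, CHX26 by 5.33, CHX21 by 5.21 and CHX4 by 4.81. Of 18 measured CHX antiporter transcripts, 6 rose, 3 fell and 9 did not pass (8 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0123, adjusted p = 0.199 with an estimated correlation) from 4 h PT to SIV PT, with 8 rising and 1 falling after median centring, and 2 rising and 3 falling with the smaller offset. From dry pollen to SIV PT, 8 rose, 3 fell and 7 did not pass (8 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00569, adjusted p = 0.154 with an estimated correlation). CHX4 and CHX21 do not pass with the smaller offset, and CHX21 also fails without SIV PT replicate 1 or 2. The CHX list holds ATCHX7 and CHX3, which the study chose on these samples, so it is not fully independent evidence. The paper proposes that transporter and antiporter expression is highly dynamic in tubes growing in a pistil.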

Interestingly, a different set of transporter genes is down-regulated in SIV PT compared to 4 h PT; similarly, a separate set of antiporter genes is also down regulated in SIV PT compared to pollen (Figure 2F). These results suggest that transporter and antiporter gene expression is highly dynamic during pollen tube growth in a pistil. 

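The pectin methylesterase transcript AT5G27870 is at 53,876 ± 4,139 in dry pollen and 47,740 ± 8,436 in 4 h PT, and at 1,118 ± 118 in SIV PT (mean signal ± SD, n = 4, 4 and 3). AT5G07420 goes from 62,771 ± 18,460 in 4 h PT to 2,644 ± 420 in SIV PT, AT3G06830 from 29,158 ± 8,659 to 1,314 ± 392 and AT4G33230 from 15,763 ± 1,606 to 1,672 ± 204. AT5G27870 fell 40.1-fold (adjusted p = 1.6e-10 by limma), AT5G07420 22.6-fold (adjusted p = 7.62e-09), AT3G06830 20.8-fold and AT4G33230 9.12-fold (adjusted p = 4.34e-09). Of 23 measured pectin methylesterase transcripts, 0 rose, 4 fell and 19 did not pass (4 lower when adjusted over the list alone, camera adjusted p = 0.00102, adjusted p = 0.111 with an estimated correlation) from 4 h PT to SIV PT. Against dry pollen the log2 changes are −5.51 for AT5G27870, −4.84 for AT3G06830, −4.59 for AT5G07420 and −2.98 for AT4G33230, all of them falls. From dry pollen to 4 h PT, 0 rose, 0 fell and 23 did not pass (0 higher when adjusted over the list alone, camera adjusted p = 0.82, adjusted p = 0.925 with an estimated correlation).

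**Figure D3:**
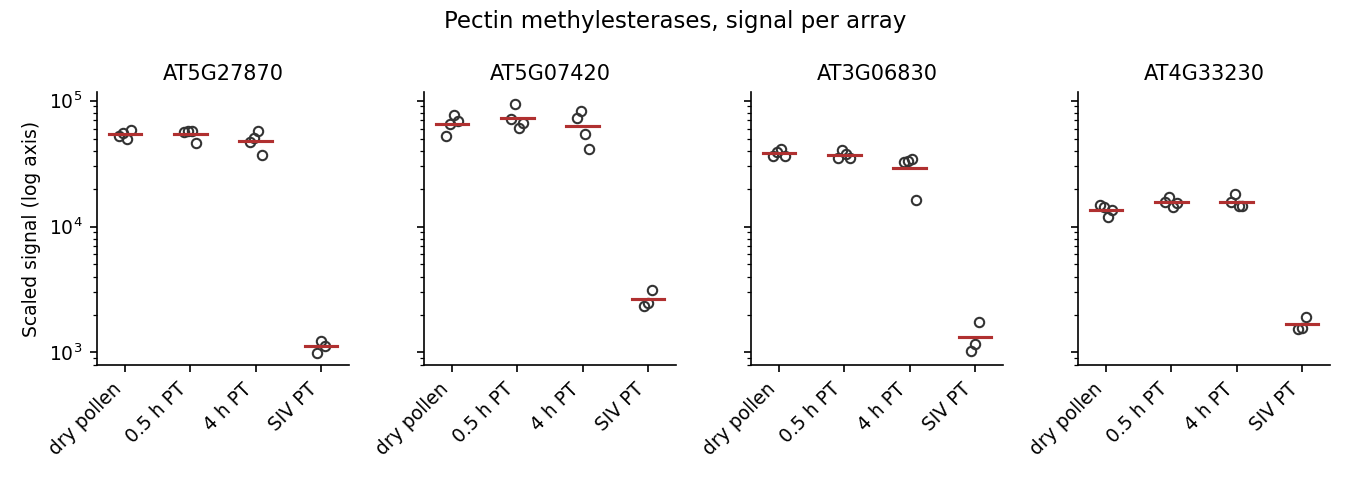
Signal of 4 pectin methylesterase genes on each of 15 arrays (open circles, log axis). Red bars give condition means. PT, pollen tubes; SIV, semi in vivo.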

There is a significant down regulation of a distinct set of pectinesterases in SIV PT compared to 4 h PT (Figure 2F). Pectinesterases alter the mechanical strength and rigidity of the pollen tube wall during the process of pollen tube elongation [35],[44],[45]; our data suggest the possibility of functional specialization within this large gene family and that, as with transporters, expression of pectinesterases is dynamic in pollen tubes.

### Validation of Pollen Tube Gene Expression Profiling

We used qRT-PCR to verify pollen tube gene expression data obtained from microarray experiments (Materials and Methods). 

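CEL3, a glycosyl hydrolase gene, goes from 645 ± 139 in dry pollen and 1,189 ± 47 in 0.5 h PT to 11,114 ± 4,865 in 4 h PT (mean signal ± SD, n = 4 each). AT5G26100 goes from 597 ± 135 in dry pollen to 3,461 ± 1,465 in 4 h PT, AT5G45650 from 178 ± 62 to 1,762 ± 1,132 and AT2G01920 from 208 ± 44 to 956 ± 364. AT2G21510 stands at 110 ± 35 in dry pollen, 143 ± 48 in 0.5 h PT and 622 ± 369 in 4 h PT. From dry pollen to 4 h PT CEL3 rose by 3.90 log2, AT5G45650 by 2.69, AT5G26100 by 2.34, AT2G01920 by 1.86 and AT2G21510 by 1.86. From 0.5 h PT to 4 h PT CEL3 rose by 3.06, AT5G45650 by 2.73 and AT5G26100 by 2.27, and AT2G21510 did not pass. Of the 12 genes measured from the paper's figure, 12 rose, 0 fell and 0 did not pass (12 higher when adjusted over the list alone) from dry pollen to 4 h PT, and the study chose them on these samples, so they are not independent evidence. The rises of AT5G45650 end without 4 h PT replicate 1 or 2, the rise from dry pollen also without dry pollen replicate 1 or 4 and that from 0.5 h PT without 0.5 h PT replicate 2, 3 or 4, and AT2G01920 does not pass from dry pollen with the larger offset. AT2G21510 loses its rise from dry pollen with either other offset and when most single arrays are left out. Quantitative PCR values of these genes are not analysed here.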

We selected 15 pollen-enriched genes that had high levels of expression in pollen compared to sporophytic tissues and were expressed at significantly higher levels in 4 h PT compared to either dry pollen, 0.5 h PT, or sporophytic tissues (Table S11, Table S12). qRT-PCR corroborated the microarray analysis, showing that all 15 of these genes were pollen-enriched and expressed at significantly higher levels in 4 h PT compared to either dry pollen or 0.5 h PT (Figure S2A, Figure 3, and Figure S3A, first 15 genes). Based on these results, we conclude that our microarray results accurately reflect gene expression patterns during *in vitro* pollen tube growth.

**Figure 3:**
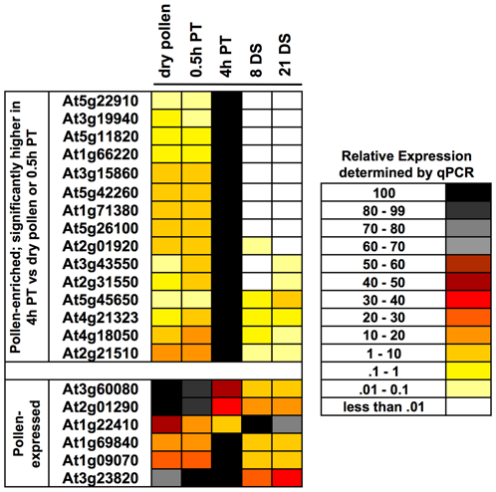
qRT-PCR analysis of 21 pollen tube–enriched and pollen tube–expressed genes. Total RNA from indicated tissues—dry pollen (pollen), 0.5 h PT, 4 h PT, 8- and 21-day-old seedlings (DS)—was analyzed by qRT-PCR. A heat map of the relative expression levels of the indicated genes by qRT-PCR is provided. Expression levels used for the heat map represent an average of gene expression values from four independent qRT-PCR reactions (two technical replicates each for two biological replicates). Relative expression is represented by a color scale that ranges from black (100%) to light yellow (0.01–0.1%). White represents relative expression levels that were below 0.01%. For each gene, the tissue which showed maximum expression was considered 100% (black), and the relative expression in the other four tissues was calculated based on this maximum level.

We also tested a set of genes shown by microarray to be expressed at varying levels in pollen, pollen tubes and sporophytic tissues (n = 6) (Table S5). qRT-PCR confirmed the expression of these genes in these cells and tissues (Figure S2A, Figure 3, and Figure S3A, bottom six genes). The relative expression of At3g60080, At2g01290, and At1g22410 were identical in qRT-PCR and microarray experiments (Figure 3, Figure S3A). Expression of the remaining three genes (At1g69840, At1g09070, At3g23820) was confirmed in pollen and sporophytic tissues by qRT-PCR; however, there were discrepancies in the relative expression of these genes when qRT-PCR data were compared with microarray experiments (Figure 3, Figure S3A). These differences could be attributed to the variability in plant growth and RNA preparation from 8-day- and 21-day- old seedlings between different laboratories (our data and that of [28]).

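AT1G69840 goes from 1,751 ± 462 in dry pollen to 18,244 ± 6,423 in 4 h PT and is at 27,298 ± 4,267 in SIV PT (mean signal ± SD, n = 4, 4 and 3). SRC2, for a C2-domain protein, goes from 5,975 ± 677 through 7,728 ± 503 in 0.5 h PT to 26,039 ± 9,154 in 4 h PT. AT3G60080 is at 2,454 ± 267 in dry pollen and 1,595 ± 210 in 4 h PT, RPI2, a ribose-5-phosphate isomerase gene, at 1,505 ± 188 and 828 ± 91, and AT1G22410 at 295 ± 133 and 68 ± 69. From dry pollen to 4 h PT AT1G69840 rose by 3.31 log2 and SRC2 by 2.06, and AT3G60080 (−0.60), RPI2 (−0.81) and AT1G22410 (−1.52) did not pass. Among these 5 genes, chosen by the study on these samples and so not independent evidence, 2 rose, 0 fell and 3 did not pass (2 higher when adjusted over the list alone). AT1G69840 also rose from 0.5 h PT to 4 h PT, by 2.99, and SRC2 by 1.69, a call that ends without 4 h PT replicate 4.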

We next determined whether the gene expression differences between SIV PT and 4 h PT in microarray experiments (Table S14) could be detected by qRT-PCR by testing 10 genes with expression values that were significantly higher, and six genes that were significantly lower, in SIV PT compared to 4 h PT (Figure S2B, Table 3, Table S14). All 10 genes expressed at higher levels in SIV PT compared to 4 h PT in microarray experiments were also higher in SIV PT by qRT-PCR experiments (Table 3). 

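AT1G72760, a kinase gene, goes from 199 ± 82 in 4 h PT to 4,823 ± 1,158 in SIV PT (mean signal ± SD, n = 4 and 3). AT2G17000, for a mechanosensitive ion channel, goes from 123 ± 84 to 2,593 ± 460, the receptor kinase transcript AT4G35710 from 91 ± 70 to 1,669 ± 263 and AT1G80870 from 128 ± 40 to 1,849 ± 715. SEC31A, which encodes a coat protein of transport from the endoplasmic reticulum, goes from 128 ± 32 to 911 ± 174. AT1G72760 rose by 4.26 log2, AT2G17000 by 3.95, AT4G35710 by 3.59, AT1G80870 by 3.26, AT2G04230 by 2.85 and SEC31A by 2.35. XPL1 has 2 probe sets, of which 1 rose by 3.31, while the other at 1.89 did not pass, although it rose from dry pollen by 2.69. The 11 probe sets of the paper's 10 genes were chosen by the study on these samples and so are not independent evidence, and 10 rose, 0 fell and 1 did not pass (11 higher when adjusted over the list alone). AT4G35710 and AT2G04230 do not pass with the smaller offset, nor does AT2G04230 without 4 h PT replicate 3 or SIV PT replicate 1 or 2. The rise of the second XPL1 probe set from dry pollen also ends without SIV PT replicate 1 or 2.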

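AT5G28470, a peptide transporter family gene, drops from 2,070 ± 706 in 4 h PT to 68 ± 35 in SIV PT (mean signal ± SD, n = 4 and 3). The calcium-binding protein transcript AT1G73630 drops from 10,999 ± 3,944 to 668 ± 216, AT2G28080 from 2,133 ± 560 to 215 ± 46 and AT3G01820 from 2,022 ± 436 to 210 ± 18. Log2 changes are −3.98 for AT5G28470 (adjusted p = 3.49e-08 by limma), −3.89 for AT1G73630, −2.95 for AT2G28080 and −2.90 for AT3G01820. The pectin methylesterases AT5G27870 and AT3G06830 complete the 6 genes that the paper tested. Of these, 0 rose, 6 fell and 0 did not pass (6 lower when adjusted over the list alone), and the study chose them on these samples, so they are not independent evidence. All 6 calls hold after quantile normalization or median centring, with either other offset, with a replicate block and in each single omission. The other alternatives were not checked for these genes.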

The reduction in gene expression detected by microarray for six genes was also confirmed by qRT-PCR (Table 2). Based on these results, we conclude that a high degree of confidence can be placed on the changes in gene expression identified by the microarray experiments reported in this study.

**Table 3:** qRT-PCR validation of significant gene expression differences between SIV PT and 4 h PT.

**Up-regulated genes in SIV PT**					
**Gene ID**	**FC microarray** a **(SIV PT/4 h PT)**		**qRT-PCR (SIV PT/4 h PT)**		
			**FC** b		**Standard deviation**
At1g09080	128.18		150.87		73.78
At1g63530	27.36		22.25		18.75
At2g17000	21.47		8.23		1.66
At1g72760	20.78		13.96		6.59
At1g18830	11.33		10.88		1.33
At4g35710	11.10		17.53		5.22
At1g66570	10.89		165.25		79.87
At2g04230	9.38		23.05		12.89
At1g80870	8.54		8.83		2.61
At3g18000	4.92		1.25		0.54
**Down-regulated genes in SIV PT**					
**Gene ID**	**FC microarray** a **(4 h PT/SIV PT)**	**qRT-PCR (4 h PT/SIV PT)**			
		**FC** b		**Standard deviation** c	
At5g28470	19.03	>10000^d^		>10000^d^	
At5g27870	12.64	500.75		169.85	
At3g06830	8.39	79.34		23.06	
At1g73630	8.09	21.01		9.94	
At2g28080	5.55	1015.77		539.74	
At3g01820	5.46	41.05		18.26	

a Average fold change in expression of indicated genes by microarray experiments (from Table S14).

b Average fold change in gene expression between SIV PT and 4 h PT conditions calculated from four independent qRT-PCR reactions (two technical replicates each of two biological replicates).

c Standard deviation of fold change in expression.

d This gene was not expressed in SIV PT in all four replicates of qRT-PCR experiments, and, as described in Materials and Methods, a C_T_ value of 45 was assigned resulting in extremely high fold change and standard deviation values.

### Confirmation of Pistil-Dependent Changes in Pollen Tube Gene Expression *In Vivo*

To determine whether pollen tube growth in an intact pistil elicits similar changes in gene expression as those observed in microarray analysis of SIV PT, we used qRT-PCR, to monitor gene expression changes between dry pollen, unpollinated pistils, pistils pollinated for one minute, and pistils pollinated for two hours (an *in planta* tissue type that most closely resembles SIV PT). 

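AT2G23970 goes from 106 ± 43 in dry pollen to 7,457 ± 3,411 in SIV PT, with 402 ± 242 in 4 h PT (mean signal ± SD, n = 4, 3 and 4). AT1G60420, for a thioredoxin-like protein, goes from 151 ± 42 to 9,445 ± 4,990, and CES101, a lectin receptor kinase gene, from 41 ± 36 to 703 ± 303. AT2G23970 rose by 5.37 log2 from dry pollen, AT1G60420 by 5.37 and CES101 by 2.83. From 4 h PT AT2G23970 rose by 4.09 and CES101 by 2.77, and AT1G60420, already at 4,047 ± 3,962 in 4 h PT, did not pass at 1.51. The 10 genes of the paper's pistil test were chosen by the study on these samples and so are not independent evidence, and of them 10 rose, 0 fell and 0 did not pass (10 higher when adjusted over the list alone) from dry pollen to SIV PT. CES101 does not pass from dry pollen or from 4 h PT with the smaller offset or without SIV PT replicate 1 or 2, and AT2G23970 does not pass from 4 h PT with the smaller offset. The pistil PCR values are not analysed here.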

We evaluated expression of a set of genes that were found to be induced in SIV PT compared to dry pollen by microarray experiments (Table S13). Pollen tubes comprise only a small fraction of pollinated pistil tissue; therefore, we undertook two strategies to allow detection of induction of gene expression in *in vivo*-grown pollen tubes. First, among the genes induced in SIV PT, we chose genes with relatively low expression in the stigma and ovary [29] (Table S5), as high expression in these tissues would preclude detection of induction in pollen tubes. Second, we isolated RNA from the stigma and style portion of the pollinated pistil because pollen tubes are concentrated here during the first two hours of growth (Figure 4A). qRT-PCR shows that the mRNA abundance of all 10 genes was higher in pistils that had been pollinated for two hours compared to pistils that had been pollinated for one minute, unpollinated pistils, or dry pollen (Figure 4B). These results suggest that increases in mRNA abundance detected in SIV PT also occur during pollen tube growth in a pistil.

**Figure 4:**
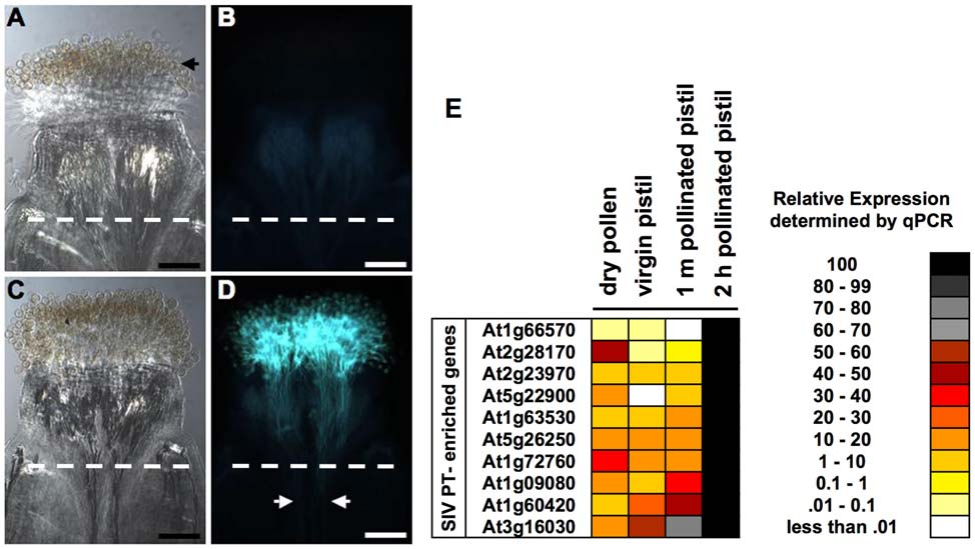
*In vivo* confirmation of pistil-dependent changes in pollen tube gene expression. (A–D) Aniline blue staining of pollen tube growth in pistils. (A and C) are bright field images; (B and D) are epifluorescent images. (A and B) Pollinated pistils stained with aniline blue soon after pollen deposition. Tubes have not emerged from the grains but adhesion to stigmatic cells can be seen (black arrow). (C and D) Pollinated pistils stained with aniline blue 2 hours after pollen deposition; the pollen tube front in the style is indicated by white arrows. (E) A heat map of the relative expression levels (as described in Figure 3) measured by qRT-PCR of the indicated genes in dry pollen, emasculated *ms1* pistils, pollinated pistils 1 minute (1 m pollinated pistil) or 2 hours (2 h pollinated pistil) after pollen deposition. Pistils were cut at the junction of the style and ovary (white dotted line); the portion with the stigma and style (B), or stigma, style, and pollen tubes (D), were used in qRT-PCR experiments (E). Scale bars, 100 µm.

### Reverse Genetic Analysis of Genes Induced During Pollen Tube Growth

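PATL1, for a patellin, goes from 705 ± 404 in 4 h PT to 16,482 ± 1,655 in SIV PT, and EDA18 from 1,313 ± 628 to 16,041 ± 554 (mean signal ± SD, n = 4 and 3). AT5G66890 goes from 127 ± 43 to 3,139 ± 1,426 and AT3G05220 from 164 ± 21 to 1,906 ± 686. The inositol transporter transcript INT4 goes from 307 ± 127 in dry pollen to 6,753 ± 3,666 in 4 h PT and 32,862 ± 3,847 in SIV PT, BGLU14 from 199 ± 63 to 4,937 ± 1,420 in 4 h PT, and MBF1C, for a transcriptional coactivator of the heat response, from 73 ± 92 to 1,782 ± 1,245. From dry pollen to 4 h PT BGLU14 rose by 4.23 log2, INT4 by 4.11, MBF1C by 3.71, CXE18 by 3.63, AT4G08670 by 3.23, AT5G10695 by 3.08, HSP18.2 by 2.70 and TIL by 1.78. AT2G46600 reached 2.84-fold, under the 3-fold limit, and rose by 2.83 from 4 h PT to SIV PT. From 4 h PT to SIV PT EDA18 rose by 3.68, AT5G66890 by 4.01, AT3G05220 by 3.06 and INT4 by 2.42, while AT1G74450 fell by 1.79. Of 22 insertion genes that the paper picked as higher in 4 h PT, 21 rose, 0 fell and 1 did not pass (21 higher when adjusted over the list alone), and of 10 probe sets for 9 genes picked as higher in SIV PT 9 rose, 0 fell and 1 did not pass (10 higher when adjusted over the list alone) against 4 h PT. The probe set that did not pass is the weaker of the pair for XPL1, so each of the 9 genes has at least 1 that rose. The study chose both lists on these samples, so they are not independent evidence. TIL does not pass after quantile normalization, at 1.68, in a fit with a replicate block, at 1.78, with either other offset or in 7 of the 15 omissions, and HSP18.2 does not with the larger offset. INT4 loses its rise from 4 h PT with the smaller offset and without 4 h PT replicate 1 or 2 or any single SIV PT array. The smaller offset and leaving out any single SIV PT array also end the fall of AT1G74450, which fails in 8 of the 15 omissions.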

We used reverse genetic analysis of 33 genes that were significantly higher in SIV PT versus 4 h PT (n = 10, range = 5 to 22 fold change, Table S14) or 4 h PT versus dry pollen (n = 23, range = 3 to 41 fold change, Table S10) to determine whether candidate genes identified by microarray analysis were critical for pollen tube growth and guidance. T-DNA insertion mutants from the Syngenta *Arabidopsis* Insertion Lines (SAIL, [46]; Table S16) were analyzed using a series of sensitive pollen function assays.

A subset of the SAIL collection [46] was generated in the *quartet (qrt)* mutant background with a T-DNA carrying a β-glucuronidase (GUS) reporter gene expressed from the pollen-specific LAT52 promoter [46]–[48] and a Basta (herbicide) resistance gene. The *qrt* mutation causes the four products of male meiosis to be released as a tetrad of pollen grains but does not interfere with pollen tube growth [48]. These unique features of the SAIL collection offer significant advantages for analysis of pollen mutant phenotypes over other mutant collections. First, mutant pollen grains can be easily identified within tetrads produced by a heterozygous mutant plant (2 GUS+ mutant: 2 GUS- wild type). Second, GUS expression in mutant pollen tubes allows direct comparison between mutant and wild-type pollen tube growth *in vitro* or in a pistil. These attributes have been exploited previously in forward genetic analysis of pollen tube growth and guidance [5],[49].

The pollen function assays we employed require cosegregation between Basta resistant (Basta) in seedlings, GUS expression in pollen, and a single locus T-DNA insertion in the gene of interest. We identified 50 SAIL lines with potential insertions in 33 genes chosen for analysis (Table S16). Using PCR, we verified T-DNA insertion sites in Basta progeny from 39 of the 50 lines (Table S16). Twenty-seven of these 39 insertion lines showed 2 GUS+ (mutant): 2 GUS- (wild type) segregation in pollen tetrads and were heterozygous for the insertion by a PCR assay (Table S16 and Materials and Methods), indicating cosegregation between the gene of interest and the T-DNA insertion. We discarded the other 12 lines because GUS expression in pollen tetrads was consistent with multiple T-DNA insertion sites (Table S16). To further confirm that the remaining 27 lines had a single-locus insertion of the T-DNA, we analyzed the segregation of Basta among the progeny of a self-fertilized heterozygous plant (2∶2 GUS+: GUS- tetrads, heterozygous by PCR assay). Plants heterozygous for a single insertion site are expected to generate 75% Basta progeny (3∶1 segregation of dominant marker). However, if the insertion disrupts a gene required for male/female gametophyte function, or seed development, the fraction of Basta progeny will be significantly reduced [50]. We found that the percentage of Basta progeny was ∼75% or significantly lower in all 27 lines, confirming that they had a single T-DNA insertion site and indicating that several (16/27) may disrupt the male and/or female gametophyte or seed development (Table 4).

**Table 4:** Transmission of insertion in self-fertilization and male crosses.

Insertion	FC^a^	% Basta (self)	n (self)	% Basta (♂ cross)	n (♂ cross)
Control heterozygote	-	75.12	414	51.40	358
**Genes significantly up regulated in 4 h PT vs dry pollen**					
At2g31550-1	41.17	68.92*	1036	50.53	283
At2g25630-1	18.13	62.63*	643	55.19	270
At5g22910-1	17.81	73.41	361	49.41	506
At5g23530-1	15.92	72.12	624	48.40	219
At4g18050-1	13.87	41.19*	437	57.64	203
At4g18050-2	13.87	73.67	338	52.53	198
At4g18050-3	13.87	76.50	200	49.13	230
At4g18050-4	13.87	69.89	269	48.43	159
At4g21323-1	13.77	63.26*	596	53.96	194
At5g12030-1	11.43	80.75	265	50.61	326
At1g74450-1	10.55	61.07*	763	58.85	209
At1g60420-1	10.16	69.06*	934	37.58*	753
At4g08670-1	7.05	42.80*	236	53.96	278
At2g05160-1	5.15	66.39*	598	42.54	268
At2g05160-2	5.15	61.74*	345	51.34	187
At5g55020-1	3.77	59.24*	920	54.78	115
At5g59720-1	3.63	70.98	224	46.13	388
At2g01920-1	3.38	79.45	253	45.87	508
At1g79360-1	3.06	75.57	221	45.92	331
**Genes significantly up regulated in SIV PT vs 4 h PT**					
At2g23970-1	22.10	53.50*	286	40.78	206
At1g55910-1	16.78	62.01*	437	50.08	645
At1g72150-1	16.75	70.90	354	50.39	381
At5g28540-1	11.93	66.67*	372	49.15	413
At5g66890-1	11.02	73.71	350	55.71	219
At2g34920-1	8.45	64.86*	370	52.40	250
At5g67250-1	7.67	68.89*	389	48.06	283
At3g18000-1	4.93	28.94*	622	36.21*	649

a FC, fold change in gene expression levels in microarray experiments (from Table S12 and Table S14).

% Basta, the percentage of Basta resistant F1 progeny from either self-fertilization (self) or *ms1* female X heterozygous insertion male (♂ cross).

n, number of progeny plants scored on Basta plates.

*: Significantly different from expected (75% in self or 50% in male crosses), (χ^2^, *P* <0.01).

### At1g60420-1 and At3g18000-1 Reduce Transmission Through Pollen

Mutations that completely disrupt pollen function are not transmitted to progeny through pollen, while milder defects reduce, but do not eliminate transmission [49]. To focus on transmission of the T-DNA through pollen, we pollinated *male sterile 1* (*ms1*) pistils with heterozygous pollen from 27 single-locus T-DNA insertion lines and determined the percentage of Basta plants in the progeny (Table 4). Any significant deviation from 50% in this assay indicates that mutant pollen is less likely to fertilize ovules than wild-type pollen. We found that progeny from two of the insertion lines, one in a 4 h PT-induced gene (At1g60420) and another in a SIV PT-induced gene (At3g18000) yielded significantly fewer than the expected 50% Basta plants (Table 4) indicating that these genes are critical for pollen function in the pistil.

At1g60420 encodes an uncharacterized protein with thioredoxin and C1-like domains. C1 domains have been shown to bind diacylglycerol and phorbol esters and are implicated in lipid signaling in mammals [51]. At3g18000 *(XIPOTL)* encodes one of three *Arabidopsis* S-adenosyl-L-methionine: phosphoethanolamine N-methyltransferase (PEAMT) required for synthesis of phosphatidylcholine, a major membrane lipid and the precursor of phosphatidic acid, an important lipid signaling molecule [52]. Since the proteins encoded by these two genes may be involved in generation of lipid signaling molecules, the *in vivo* transmission defects of insertions in these genes point to a potential role for lipid signaling in pollen tube growth through the pistil.

### At1g60420-1 and At3g18000-1 Cause Defective Pollen Tube Growth in the Pistil

To analyze the growth behavior of At1g60420-1 and At3g18000-1 pollen tubes *in vivo* and determine the specific stage of pollen tube growth disrupted by these insertions, we pollinated *ms1* pistils with heterozygous pollen and stained for GUS activity 24 hours later [5],[49]. When *ms1* pistils were pollinated with heterozygous control pollen, GUS+ pollen tubes germinated, penetrated the stigmatic papillae, grew through the style, entered the ovary through the transmitting tract, and migrated toward an ovule. After entering the micropyle, GUS+ pollen tubes burst, releasing an aggregate of GUS activity in the micropylar end of the ovule serving as a convenient marker for successful ovule targeting by a pollen tube (Figure 5A–5C). In this assay, ∼50% of ovules were targeted by GUS+ pollen tubes from the heterozygous control line (Figure 5J; [5]). When *ms1* pistils were pollinated with heterozygous At2g31550-1 or At5g22910-1 pollen (insertions that did not affect mutant allele transmission through pollen, Table 4) the germination and growth of the GUS+ tubes in stigma, style and transmitting tract was normal (data not shown) and nearly 50% of the ovules were targeted by GUS+ pollen tubes (Figure 5J). However, when *ms1* pistils were pollinated with heterozygous At1g60420-1 or At3g18000-1 pollen, GUS+ pollen tubes were only half as efficient in targeting ovules as the GUS- tubes (Figure 5D, 5G, 5J). These results are consistent with the reduction in mutant allele transmission in At1g60420-1 and At3g18000-1 insertion lines (Table 4).

**Figure 5:**
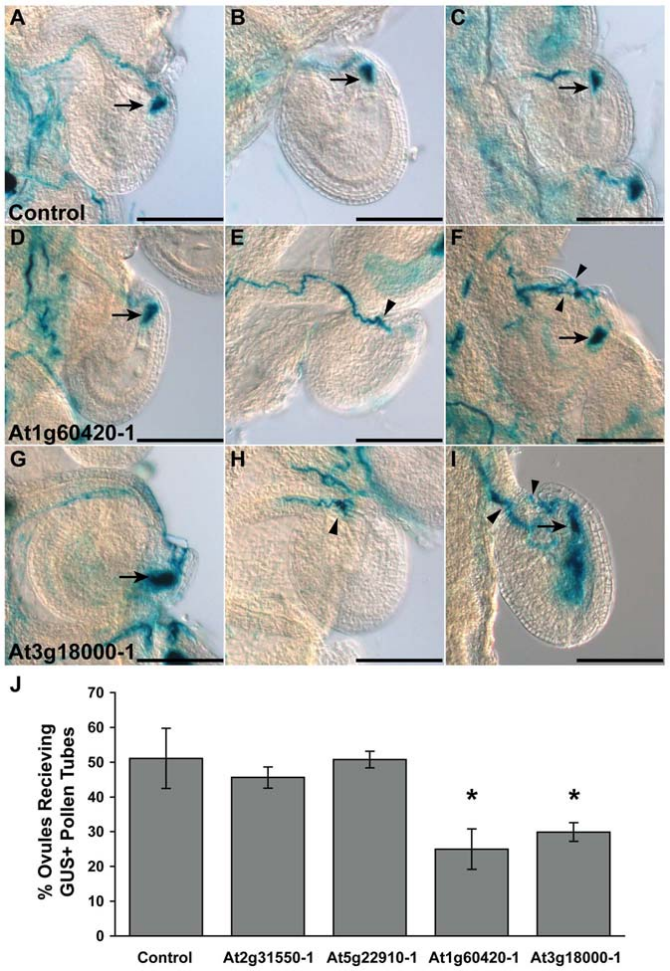
At1g60420-1 and At3g18000-1 cause defective pollen tube growth in the pistil. (A–I) *ms1* pistils were hand-pollinated with pollen heterozygous for At1g60420-1, At3g18000-1, or a control insertion (does not affect pollen function), and were stained for GUS activity 24 hours after pollination. GUS is released into synergids from pollen tubes that successfully enter the micropyle and burst (arrows). (A–C) Ovules that have received GUS+ control pollen tubes. (D,F,G,I) Ovules that have received GUS activity from pollen tubes carrying the indicated insertion. (E,H) Some ovules attracted pollen tubes that failed to target the micropyle and burst. (F,I) Some ovules received GUS activity and have multiple additional tubes targeting the micropyle. Scale bars = 50 µm. (J) Quantitative analysis of ovule targeting. The number of ovules that received GUS activity following pollen tube burst was quantified for the control and indicated insertion lines and is plotted as a percentage (±s.d.) of the total number of ovules. *P value>0.01 (χ^2^, expected = 50%).

In addition to a significant reduction in the ability to target ovules, At1g60420-1 and At3g18000-1 GUS+ pollen tubes exhibited an increased frequency of abnormal pollen tube behaviors. Unlike in control crosses (*ms1* ovules with GUS+ pollen tubes from control heterozygotes, 0%, n = 182), a noticeable fraction of *ms1* ovules had At1g60420-1 or At3g18000-1 GUS+ pollen tubes that approached, but did not enter, the ovule micropyle (Figure 5F, 5I; At1g60420-1, 8.33%, n = 204; At3g18000-1, 5.49%, n = 164). For a small number of ovules, pollen tubes grew towards the chalazal end, instead of the micropylar end, of the ovule (not shown; At1g60420-1, 1.22%, n = 204; At3g18000-1, 1.96%, n = 164; control, 0%, n = 182). Finally, ovules that attracted multiple GUS+ At1g60420-1 or At3g18000-1 pollen tubes were observed (Figure 5E, 5H; At1g60420-1, 1.83%, n = 204; At3g18000-1, 3.43%, n = 164; control, 0%, n = 182).

### Five Insertions Disrupt Pollen Tube Growth *In Vitro*

We wanted to determine whether At1g60420-1 or At3g18000-1, insertions that disrupt pollen tube growth in the pistil, had inherent defects in pollen tube extension. We also wanted to examine if other single-locus insertion lines had subtle defects in the ability of pollen grains to form and extend a polar tube that may have been masked by growth in the pistil. *In vitro* pollen germination and tube growth provides a sensitive and direct assay for pollen function that is independent of pistil tissue. We assayed *in vitro* pollen tube germination and growth for the 27 single-locus insertion lines. We used heterozygous pollen so that we could analyze mutant pollen (GUS+, blue) alongside wild-type pollen (GUS-, white) after staining for GUS activity. This side-by-side comparison between mutant and wild type is critical because it provides an internal control for the inter-experiment variability of pollen tube growth *in vitro* [53]. GUS staining in pollen tubes was dark enough to clearly distinguish mutant from wild type in 12 lines (Table 5, Figure S4).

**Table 5:** Reverse genetic analysis identifies insertional mutants that disrupt pollen tube growth *in vitro*.

Insertion	GUS	Germ^a^ (%)	n	P value	Length^a^ (µm)	n	P value
Control	+	23.14	1432	NS	202.07	282	NS
	−	22.80	1432		197.13	381	
**4 h PT**							
At2g31550-1	+	5.25	1110	0.0107	65.23	152	<0.001*
	−	32.29	1110		216.66	331	
At5g22910-1	+	46.07	680	NS	228.16	228	0.0393
	−	53.92	680		257.22	213	
At5g23530-1	+	26.43	914	0.0124	119.28	145	<0.001*
	−	58.48	914		298.42	167	
At4g18050-4	+	58.26	526	0.0052	217.04	212	NS
	−	62.17	526		233.11	222	
At4g21323-1	+	23.01	580	0.0352	181.79	177	NS
	−	20.42	580		194.19	180	
At1g60420-1	+	17.40	686	NS	206.98	133	NS
	−	20.23	686		188.57	177	
At4g08670-1	+	10.25	568	0.0300	110.04	140	<0.001*
	−	30.66	568		220.72	261	
At5g55020-1	+	5.06	718	<0.001*	62.46	100	<0.001*
	−	36.13	718		174.63	273	
At5g59720-1	+	44.44	766	0.0772	270.83	215	0.0169
	−	54.96	766		316.97	240	
**SIV PT**							
At1g72150-1	+	58.86	610	0.0175	176.04	302	NS
	−	63.00	610		175.09	322	
At5g67250-1	+	9.95	1144	0.0271	159.85	227	<0.001*
	−	29.45	1144		215.60	345	
At3g18000-1	+	26.41	720	NS	199.15	153	0.007
	−	27.54	720		234.49	152	

GUS, β-glucuronidase staining present (+) or absent (−) in pollen grains or tubes.

% germ, percentage of pollen grains that germinated.

a Least squares means are reported for % germination (germ) and pollen tube length (length).

n, number of pollen grains or pollen tubes analyzed.

P value, statistical analysis of separation between least squares means.

*: P values <0.001 were considered to be statistically significant.

NS, P value >0.05.

4 h PT, genes significantly higher in 4 h PT compared to dry pollen in microarray experiments.

SIV PT, genes significantly higher in SIV compared to 4 h PT in microarray experiments.

We analyzed at least three replicates of all *in vitro* pollen germination and tube length experiments using statistical methods that account for variation between and within experiments and set a stringent criterion for statistical significance at P<0.001. *In vitro* pollen germination rates and tube lengths were similar for GUS+ and GUS- pollen from heterozygous control plants (Table 5, Figure S4). Although At1g60420-1 and At3g18000-1 were transmitted through the pollen with significantly reduced frequencies (Table 4) and were less likely to target ovules (Figure 5), these insertions did not affect tube growth *in vitro* (Table 5, Figure S4). These results indicate that the *in vivo* transmission defect in these insertion lines cannot be due to an inherent defect in pollen tube extension and is likely caused by loss of functions specifically required to navigate the pistil environment.

The lengths of GUS+ pollen tubes were significantly shorter (P<0.001) than GUS- pollen tubes for insertions in At2g31550 (GDSL-motif lipase/hydrolase family protein), At5g23530 (carboxyesterase 18), At4g08670 (similar to lipid transfer proteins), At5g67250 (an SCF-type F-box and leucine rich repeat-containing E3 ubiquitin ligase), and At5g55020 (*MYB120*, Table 5, Figure S4). Of the 12 lines we analyzed, only the insertion in *MYB120* (At5g55020-1) also caused a significant defect (P<0.001) in pollen tube germination (Table 5, Figure S4). These results indicate that insertions in five genes resulted in pollen tube growth defects that were only detectable *in vitro*.

## Discussion

### The Pollen Tube Transcriptome Changes Significantly Following Growth Through Pistil Tissue

We characterized the global gene expression profiles of *in vitro-* and semi *in vivo-*grown *Arabidopsis* pollen tubes and present the first molecular and genetic analysis of a set of genes expressed by the pollen tube as it grows through pistil tissue. One approach to identify pollen tube genes that respond to the pistil would be to isolate intact, in vivo-grown pollen tubes. This is possible in species like lily that have a hollow style [54],[55]; however, genomic resources are not currently available for these plants. In Arabidopsis, pollen tubes grow deep within a solid style, making it extremely difficult to obtain sufficient quantities of pure *in vivo*-grown pollen tubes for microarray analysis. We overcame this challenge by collecting a large number of pollen tubes that had grown through pistil tissue using the semi-*in vivo* method [26]. This procedure offered several advantages over alternative methods. First, harvested pollen tubes were directly used for RNA isolation without any further manipulations (such as cell sorting or protoplast preparation). Second, it allowed the wild-type pollen tube transcriptome to be assessed directly and eliminated the need for using mutant or transgenic marker lines that could have inappropriately altered the dynamics of wild-type pollen tube gene expression. Third, our method enriches for the actively extending pollen tube tip, which includes the vegetative nucleus, two sperm cells, and majority of the pollen tube cytoplasm. Finally, because SIV PT is comprised solely of pollen tubes, we were able to detect even those genes that i) are expressed at low levels in pollen tubes, ii) exhibited pollen tube-specific expression, and iii) undergo only modest changes in expression during pollen tube growth through the pistil.

Characterization of the SIV PT transcriptome provides the first global view of pistil-dependent gene expression changes in pollen tubes. The SIV PT transcriptome is about 10% (∼700 genes) larger than the pollen or *in vitro*-grown pollen tube transcriptome (Figure 2). The pollen tube gene expression profile undergoes a dramatic change upon interaction with the pistil; expression levels of nearly 1,500 and 1,100 genes are significantly altered in SIV PT compared to dry pollen and 4 h PT, respectively (Table 2). Finally, a distinct set of transcripts accumulate preferentially in SIV PT relative to pollen, 4 h PT and sporophytic tissues (Table S13); defining these genes offers an opportunity to further investigate the molecular basis of the pollen tube response to the pistil environment. Additional analysis will be necessary to examine changes in the pollen tube transcriptome elicited by other pistil tissues such as the transmitting tract and ovules.

### Overrepresentation of Genes Involved in Signaling, Pollen Tube Growth, and Transcription in SIV PT-Enriched Genes

All of the genes that were annotated as transmembrane receptors and overrepresented in the SIV PT-enriched gene list were TIR-NBS-LRR-type receptor proteins (Table 1), a subgroup of the resistance (R) gene family that mediate molecular recognition of pathogen-derived effector proteins [27],[56]. The precise biological functions of many members of this large gene family, including the four in the SIV PT-enriched gene list, have not been determined. However, it is clear that some TIR-NBS-LRR-type genes have functions unrelated to plant defense. For example, an *Arabidopsis* TIR-NBS-LRR-type receptor mutant (At5g17880) has a constitutive shade-avoidance response [57]. TIR-NBS-LRR receptors are highly variable and show signatures of rapid evolution [27], features common in reproductive proteins that contribute to species-specific interactions between mating partners [58],[59]. Intriguingly, another family of variable proteins, initially identified as defensins, were recently shown to function as pollen tube attractants in Torenia [10]. It will be interesting to explore the function of TIR-NBS-LRR receptors in pollen tube growth and guidance using the genetic approaches described here.

Our microarray analysis identified a large number of mRNAs that increase in abundance as pollen tubes grow *in vitro* or through the pistil (Figure 2B and 2C, Table 2), adding support to the view that pollen tubes transcribe mRNA during pollen tube growth [21]. Several categories of genes involved in transcription were enriched in SIV PT compared to pollen (Table 1). A variety of transcription factors including *MYB65* (see below), other MYB-family proteins (At5g38620, At2g13960, At2g20400), MADS box-containing proteins (At5g38620, *PHERES 2/AGL38, AGL73*), and homeobox-containing proteins (At3g19510, At2g32370) were among the overrepresented genes, suggesting the existence of a network of gene regulatory mechanisms to mediate pollen tube growth in the pistil. Genetic analysis of pollen tube-expressed transcription factors (see below) offers the potential to identify key regulators of pollen tube gene expression.

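MGH3, a histone H3 variant gene of the male gamete, holds 8,840 ± 359 in dry pollen, 9,087 ± 1,158 in 0.5 h PT, 9,355 ± 688 in 4 h PT and 6,978 ± 1,097 in SIV PT (mean signal ± SD, n = 4, 4, 4 and 3). Its log2 change against dry pollen is −0.35, which did not pass and turns to 0.04 after quantile normalization. It is the only 1 of 13 listed sperm cell genes with a named probe set in the annotation used here, which leaves 6,744 probe sets unnamed.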

The SIV PT sample includes the two sperm cells; so, some SIV PT-expressed genes may be transcribed in the sperm nucleus. The transcriptome of sperm cells purified from pollen grains, comprising 5,829 *Arabidopsis* genes, was recently characterized [20]. We examined the overlap between SIV PT-enriched genes and genes called ‘present’ in sperm and found that 161 of the 383 SIV PT-enriched genes (43%) are expressed in sperm (Table 1, Table S7). Genes overrepresented in SIV PT, but not detected in sperm, include those potentially important for signaling (transmembrane receptor activity, Table 1), transcription (histone acetyltransferase activity, Table 1) and pollen tube growth (polygalacturonase, sucrose transport and antiporter activity, Table 1). Genes proposed to be involved in DNA repair, chromosome segregation, and cell cycle regulation (Table 1) were overrepresented in SIV PT-enriched genes; all of these genes are present in sperm (Table 1, Table S8) [20]. 

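SMC6A, which encodes a subunit of a chromosome repair complex, stands at 251 ± 22 in dry pollen, 331 ± 76 in 4 h PT and 1,293 ± 220 in SIV PT (mean signal ± SD, n = 4, 4 and 3). Its partner SMC5 is at 55 ± 60 in 4 h PT and 175 ± 10 in SIV PT, UVH3 at 115 ± 68 and 298 ± 31, and TDP1 at 79 ± 82 and 314 ± 80. The replication origin transcript ORC2 goes from 507 ± 37 to 1,730 ± 142. SMC6A rose by 1.79 log2 from 4 h PT to SIV PT (adjusted p = 5.61e-06 by limma) and ORC2 by 1.65, and SMC5 at 1.13, UVH3 at 1.08 and TDP1 at 1.54 did not pass. SMC6A ends at 1.43 and ORC2 at 1.32 after quantile normalization, and neither passes with the larger offset. Of 9 genes measured from the paper's repair and cell cycle list, 1 rose, 0 fell and 8 did not pass (1 higher when adjusted over the list alone), and the study chose that list on these samples, so it is not independent evidence. Of 6 measured DNA replication transcripts, 1 rose, 0 fell and 5 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.0429, adjusted p = 0.132 with an estimated correlation). The paper's own 'present' calls in sperm are not analysed here.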

The pollen tube nuclear DNA (vegetative nucleus) does not replicate during pollen tube growth; however, sperm complete a round of DNA synthesis during pollen tube growth in the pistil [60]. This group of genes, identified in the SIV PT transcriptome, is therefore likely expressed in sperm as the pollen tube is growing through the pistil and function in sperm DNA synthesis.

### Microarray-Directed Reverse Genetic Analysis of Pollen Tube Growth

One of the goals of this study was to assess the extent to which microarray analysis identifies genes that are critical for pollen function. We identified single-insertion-locus T-DNA lines and employed four highly sensitive assays to determine loss-of-function phenotypes in pollen. Insertions in two genes (At3g18000, At1g60420) affected mutant allele transmission through pollen and disrupted pollen tube growth and guidance *in vivo*. Insertions in five additional genes (At2g31550, At4g08670, At5g23530, At5g55020, At5g67250) caused pollen tube growth defects *in vitro*. A previous forward genetic screen yielded ∼30 mutants that disrupt pollen function from a population of ∼10,000 T-DNA insertion lines (0.3%, [49]). In this study, by starting with a population of 50 T-DNA insertions in genes induced during pollen tube growth, we identified seven mutations that disrupt pollen tube growth *in vitro* or in the pistil (14%); this amounts to a ∼45 fold enrichment in identification of functionally significant genes over the forward genetic screen.

We ascribed loss-of-function mutant phenotypes to seven *Arabidopsis* genes not previously implicated in pollen tube growth (Figure S3B). Five of these genes (At2g31550, At4g08670, At5g23530, At5g55020, At1g60420) were not characterized genetically before this study. In these mutants, we confirmed that the T-DNA disrupted the gene of interest using gene-specific PCR and showed that this PCR product cosegregated with two reporter genes (Basta and GUS expression) carried on the T-DNA. All pollen assays directly compare the function of pollen with the T-DNA insert (GUS+ and carrying Basta gene) with wild-type pollen (GUS- and not carrying Basta gene) as they were performed in pollen tetrads from heterozygous plants. The mutant phenotypes we identified are linked to the T-DNA insertion. Therefore, we can rule out the possibility that unlinked mutations, not tagged by the T-DNA in the gene of interest, are responsible for the observed phenotypes. Our data suggest that loss-of-function of the indicated genes caused the pollen phenotypes recorded here.

In this study, we systematically addressed whether mutations that affect pollen tube growth *in vitro* also disrupt pollen tube growth *in vivo*. It is reasonable to predict that a mutation affecting a pollen tube structural component or a factor required for tip growth would disrupt growth in either the pistil or in a defined growth medium [34],[35],[61]. However, a mutation that specifically disrupts the ability of the pollen tube to re-orient growth in response to pollen tube guidance cues would not be expected to cause a defect in the ability of pollen tubes to extend *in vitro*. We found two insertions (At3g18000-1 [*XIPOTL*]; At1g60420-1 [thioredoxin and C1-domain containing]) that caused significant reductions in ovule targeting (Table 4, Figure 5), but did not affect pollen tube growth *in vitro* (Table 5, Figure S4). A third type of mutation would cause mutant phenotypes *in vitro*, but would not result in defective growth in the pistil environment. These mutations may define genes that play a role in the growth process, but whose mutant phenotypes in the pistil are masked by factors in the pistil environment that enhance growth [24]. For these mutations, *in vitro* pollen tube growth may be viewed as a sensitized environment capable of revealing subtle mutant phenotypes. We identified five insertions that disrupted pollen tube growth *in vitro* that did not obviously affect the ability of pollen to sire progeny *in vivo*. For example, At5g55020-1 (*MYB120*, discussed below) significantly reduced pollen germination and tube length *in vitro* (Table 5, Figure S4), but did not affect transmission of the mutant allele through pollen (Table 4). Our microarray data show that the transcriptome of pollen tubes grown *in vitro* is dramatically different from that of pollen tubes grown through pistil tissue. Our genetic experiments also confirm this difference by showing that the consequences of loss-of-function in a pollen tube gene are different in these distinct environments and that the combination of assays probing growth *in vitro* and *in vivo* is essential to comprehensively understand pollen tube growth.

An insertion in *MYB120* (At5g55020-1) caused defective pollen germination and tube growth *in vitro* (Table 5, Figure S4). Phylogentic analysis of 125 MYB-related transcription factors place *MYB120* in subgroup 18, which comprises seven closely related genes [62],[63]. Analysis of 125 *Arabidopsis* MYBs in our data set showed that three of the four most abundant MYBs in the SIV PT are from subgroup 18 (including *MYB120*). Furthermore, four members of subgroup 18 are expressed at much higher levels in pollen than in other tissues we analyzed and three members (including *MYB120* and *MYB65*) of the subgroup have their peak expression in SIV PT (Figure S5). 

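MYB120 goes from 144 ± 80 in dry pollen through 346 ± 99 in 0.5 h PT and 1,095 ± 323 in 4 h PT to 5,755 ± 924 in SIV PT (mean signal ± SD, n = 4, 4, 4 and 3). MYB101, of the same subgroup and named after its values were seen, is at 10,032 ± 2,132 in SIV PT, 26,200 in 4 h PT and 22,334 in dry pollen. MYB120 rose by 4.91 log2 from dry pollen to SIV PT, by 2.55 from dry pollen to 4 h PT and by 2.36 from 4 h PT to SIV PT. Of the 5 measured members of MYB subgroup 18, 1 rose, 0 fell and 4 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.889, adjusted p = 0.925 with an estimated correlation) at that last step. Their median change is −0.07 and turns to 0.01 or 0.05 under the other scalings. The last rise of MYB120 does not pass with the smaller offset, without any single SIV PT array or 4 h PT replicate 1, 2 or 3, or in a fit with a replicate block, at 2.30.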

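MYB65 is at 74 ± 77 in dry pollen, 117 ± 68 in 0.5 h PT, 91 ± 51 in 4 h PT and 281 ± 51 in SIV PT (mean signal ± SD, n = 4, 4, 4 and 3). Its log2 change to SIV PT is 1.45 from dry pollen and 1.22 from 4 h PT (adjusted p = 0.0315 by limma), and neither passed.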

*MYB65* is a SIV PT-enriched gene (Table S8) and was identified among the transcription factors overrepresented in SIV PT-enriched genes compared to pollen-expressed genes (Table S9). Perhaps functional redundancy within this MYB subgroup explains why an insertion in *MYB120* (At5g55020-1) affected pollen tube growth *in vitro* did not cause a defect in the pistil (Table 4). Analyzing single and multiple mutations in members of this subgroup, using the assays described here, can be used to test this hypothesis and to determine whether this group of transcription factors is an important regulator of gene expression in actively extending pollen tubes.

We uncovered a role in pollen tube growth for two genes (At5g67250, At3g18000) already shown to be critical for sporophytic growth and development. Our microarray analysis shows that both of these genes have broad expression patterns in sporophytic tissues and are significantly higher in SIV PT than 4 h PT (Figure S3B). These expression patterns underscore an important aspect of the SIV PT transcriptome; 871 genes (Figure 2D) are shared between SIV PT and the sporophytic tissues we analyzed that are not expressed in pollen or pollen tubes grown *in vitro*. 

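SKIP2, at AT5G67250, goes from 142 ± 34 in dry pollen and 549 ± 187 in 4 h PT to 5,547 ± 569 in SIV PT (mean signal ± SD, n = 4, 4 and 3). XPL1, at AT3G18000, a gene of phosphatidylcholine synthesis, is read by 2 probe sets, the stronger at 149 ± 21, 483 ± 222 and 4,982 ± 578 and the weaker at 150 ± 61, 329 ± 166 and 1,279 ± 166. SKIP2 rose by 3.24 log2 from 4 h PT to SIV PT (adjusted p = 1.48e-07 by limma) and the stronger XPL1 probe set rose 9.92-fold, whereas the weaker did not pass at 3.71-fold. Of 7 probe sets for phosphatidylcholine synthesis, 1 rose, 0 fell and 6 did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.479, adjusted p = 0.532 with an estimated correlation). From dry pollen SKIP2 rose by 4.78 and the stronger XPL1 probe set by 4.56.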

At5g67250 and At3g18000 illustrate how functional analysis using pollen can provide new insights into the function of this part of the *Arabidopsis* genome.

Previous RNAi analysis of At5g67250 (an SCF-type F-box and leucine rich repeat-containing E3 ubiquitin ligase, *VFB-4*) showed that reduction of expression was associated with defects in lateral root formation and rosette leaf expansion [64]. SCF-type E3 ubiquitin ligases determine substrate specificity for ubiquitination and proteolysis, thereby regulating an array of biological processes including cell cycle progression [65],[66] and auxin signaling [67],[68]. Here we have shown that *VFB-4* is required for pollen tube growth *in vitro* (Table 5, Figure S4), suggesting that regulated proteolysis is important for pollen tube extension. A limitation of microarray analysis is that it only documents changes in mRNA abundance and does not identify genes whose mRNA levels remain unaltered, but encode proteins that undergo post-translational modification in response to growth in the pistil. Post-translational regulation of protein function is likely an important mediator of pollen-pistil interactions. For example, LePRK2, a pollen-specific receptor kinase required for pollen tube growth in tomato [69] has been shown to be dephosphorylated by a stigma extract [70]. Methods developed for large-scale SIV PT isolation (this study) and pollen proteomic analysis [71]–[73], could be combined to identify the set of pollen tube proteins that are modified in response to growth in the pistil.

At3g18000 (*XIPOTL*) was identified in a genetic screen for root architecture defects [52], and encodes a PEAMT required for production of phosphatidylcholine (see Results). At3g18000-1 disrupted ovule targeting in the pistil (Table 4, Figure 5), suggesting that *XIPOTL* may be required for navigating the pistil environment and that lipid signaling and/or a particular plasma membrane composition is required for pollen tube growth and guidance.

## Materials and Methods

### Plant Materials and Growth Conditions

*Arabidopsis* plants were grown in chambers at 21°C under illumination (100 µmol m^−2^ s^−1^ with a 16-hour photoperiod). Wild-type pollen and pollen tubes (Col-0 accession) were used for microarray experiments. The SAIL lines (Col-0 accession) and *male sterile 1* mutant, *ms1* (CS75, Landsberg ecotype) were obtained from the *Arabidopsis* Biological Resource Center (Columbus, OH). *ms1* does not produce pollen, but has a normal pistil; this mutant therefore yields pistils that do not require emasculation.

### Collection of Dry Pollen and *In Vitro–*Grown Pollen Tubes

Dry pollen grains were collected by the vacuum method [74] into microfuge tubes containing 250 µl liquid pollen growth medium [75] and incubated for 0.5 or 4 hours in a 24°C growth chamber. Pollen tubes were centrifuged at 4,000 rpm for 5 minutes, the supernatant was removed and the microfuge tubes were frozen in liquid nitrogen and stored in −80°C until RNA isolation. Aliquots of pollen tube suspensions were observed under an Axiovert 100 microscope (Carl Zeiss, Oberkochen, Germany) to determine % pollen germination and pollen tube length using Metamorph software version 7.1.4.0 (Molecular Devices Inc., Downingtown, PA). Pollen grains with emerging tubes equal to or longer than their diameters were considered germinated. After 4 hours of growth, 58.3±6.0% of the pollen grains germinated and formed tubes (average length of 383.8±32.1 µm; Figure 1C). Under our growth conditions, the remainder of the grains in the 4 hour sample did not germinate and the germination rates did not increase even with longer incubation times (Figure 1C).

### Collection of Semi *In Vivo*–Grown Pollen Tubes (SIV PT)

Pollen tubes grown through the stigma and style were collected by the semi *in vivo* procedure essentially as described [26]. Pollinated *ms1* pistils were placed vertically on solid pollen growth medium for one hour (establish growth into the pistil) before they were laid horizontally; tubes emerged from cut pistils after three hours of growth and were harvested as bundles after three hours of growth on the media surface. Bundles were excised at the point of emergence from the cut pistil and collected into liquid nitrogen-frozen microfuge tubes. Eight hundred pollen tube bundles (obtained from 800 cut pistil explants) were used for each of the three replicate RNA isolations. Pollen tube bundles were confirmed to be free of pistil tissue contamination by microscopy.

### Collection of Other Tissues and Pollinated Pistils

For 8-day-old seedling samples, both shoots and roots of seedlings grown on 0.5X Murashige and Skoog (MS) media [MS salts (Carolina Biological Supply Company, Burlington, North Carolina), 10% sucrose, pH 5.7, 7% Bacto Agar] were included. However, for 21-day-old seedling samples, only aerial parts of the plants grown on soil were included. For *in vivo* confirmation of gene expression experiments, flower stage 14 [76] *ms1* pistils were hand pollinated with wild-type (Col-0) pollen. Pollinated pistils, either 1 minute or 2 hours after pollination, were cut at the junction of the style and ovary and the stigma and style portion (cut pistils) were used for RNA isolation. For unpollinated pistils, flower stage 14 [76] *ms1* cut pistils devoid of any pollen were used. Fifteen cut pistils of each kind were used for each replicate (2) RNA isolation.

### RNA Extraction, Probe Preparation, and Gene Chip Hybridization

Total RNA was extracted from dry pollen, 0.5 h PT, 4 h PT and SIV PT using the Qiagen RNeasy kit (http://www.qiagen.com). The yield and RNA purity were determined by Nano-Drop (Thermo Scientific, Wilmington, DE, USA) and gel electrophoresis. RNA integrity was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Boblingen, Germany). Hybridization and post hybridization processing were performed as per the manufacturer's instructions by the Arizona Cancer Center Microarray facility (http://www.azcc.arizona.edu/laboratory/l_microarray.htm). Total RNA (5 µg, dry pollen, 0.5 h PT and 4 h PT) and 2 µg (SIV PT) was processed as per the Affymetrix GeneChip Expression Analysis protocol (Part#701071, Rev 5, Affymetrix, Santa Clara, CA). Briefly, after first and second strand cDNA synthesis with total RNA, the cDNAs were used to generate cRNA labeled with biotin in an *in vitro* transcription reaction. For each pollen condition, labeled cRNA was fragmented and 15 µg of fragmented cRNA (25–200 nt as per Agilent 2100 Bioanalyzer RNA 6000 Nano Chip Series II Assay, Agilent Technologies, Waldbronn, Germany) was hybridized to the GeneChip *Arabidopsis* ATH1 genome arrays (http://www.affymetrix.com) for 20 hours at 45°C. Standard washing and staining procedures were performed using the GeneChip Fluidics Station 450 (Affymetrix, Santa Clara, CA). The arrays were then scanned using the GeneChip Scanner 3000 with 7 G upgrade (Affymetrix, Santa Clara, CA). Signal intensities from each of the 15 arrays were converted to raw expression data (with Present, “P”, Absent, “A” and Marginal, “M” scores) using GeneChip Operating Software (GCOS) (Affymetrix, Santa Clara, CA) and are provided as supplementary files (Table S1, Table S2, Table S3, Table S4).

### Accessing Microarray Data

Raw data (.CEL and CHP files) from all 15 microarrays reported in this study have been deposited in Gene Expression Omnibus [77] public repository and can be accessed from (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17343) using the Series accession number GSE17343.

### Bioinformatic and Statistical Analysis of Affymetrix ATH1 Genome Array Data

In addition to the 15 arrays from this study, we obtained 25 publicly available array data (AtGenExpress, http://www.ebi.ac.uk [28] and stigma and ovary microarray data from Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/ [29]). The following cel files were downloaded: 7 day old roots–ATGE_3A-C, 17 day old roots–ATGE_9A-C, rosette leaves–ATGE_17A-C, pollen–ATGE_73A-C, 8 day old seedlings–ATGE_96A-C, 21 day old seedlings–ATGE_100A-C. Probe data for ovary–GSM67078.cel, GSM67079.cel, GSM67080.cel, SM67081.cel and stigma–GSM67084.cel, GSM67086.cel, GSM67087.cel.

Using RMA (Robust Microarray Analysis tool in the affy library) [78], we normalized the data from all of these 40 arrays (Table S5). Using the affy and limma BioConductor libraries (http://www.bioconductor.org) and the R programming project (http://www.R-project.org), we calculated the statistical significance in expression level changes of the following comparisons: 0.5 h PT vs. dry pollen; 4 h PT vs. dry pollen; 4 h PT vs. 0.5 h PT; SIV PT vs. dry pollen; SIV PT vs. 4 h PT. After estimating the variance of mean signal intensities for each probe set, the significance of this value in the two conditions was evaluated by performing a t-test [79]. The probabilities obtained were corrected for multiple hypothesis testing by reshuffling the data to obtain an estimate of the false discovery rate (B values) and applying this estimate to lower the probability of the t-value (adjusted P values). The complete results from the statistical analysis for each of the five comparisons and for every probe set in an array are also reported in Table S5.

### Hierarchical and Non-Hierarchical k-Means Clustering

To investigate the relationships among pollen samples, agglomerative hierarchical clustering of the fifteen microarrays representing four pollen conditions, was performed as described [43],[80]. To find genes that had the best discriminative ability, based on its expression profile, we employed non-hierarchical k-means clustering method [43]. For this, we compared dry pollen and 4 h PT hierarchical clusters to the SIV PT hierarchical cluster and in each comparison, for every gene, we calculated discriminative weight, a parameter that measures the ability of a gene's expression values to distinguish two clusters. The discriminative weight of the gene for a pair of clusters is defined by, 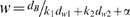
where *d_B_* is the distance between centers of the clusters, *d_wi_* is the average Euclidean distance among all sample pairs within cluster *i*, 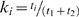 where *t_i_* is the total number of sample pairs in the cluster *i*.

### GO Analysis for SIV PT-Enriched Genes

GO term enrichment analysis reported in Figure 2 was performed essentially as described in [81],[82]. Briefly, the hypergeometric distribution test was applied on the gene sets in sectors 1–4 (Figure 2B) using the GOHyperGAll function [81] which yielded raw and Bonferroni corrected p-values (adjusted p value). GO terms from the “Molecular Function” category that had an adjusted P value of <0.05 were considered highly enriched and are shown in Figures 2C and 2E. *Arabidopsis* gene-to-GO mappings were downloaded from the GO site (10/12/2007 release; http://geneontology.org). A complete list of GO-terms (for all three broad GO categories) associated with sectors 1–4 are provided in Table S7. Within each sector, only unique genes belonging to each GO term category were considered. For the total number of genes for each GO term category reported in Figure 2C, unique numbers of genes from each sector were added, without eliminating gene overlap between sectors. The Fisher exact test was performed to determine if any GO term was significantly overrepresented in SIV PT-enriched genes (Table 1), given that this gene list was smaller compared to those used in Figure 2C [83]. From the SIV PT-enriched gene list (383, Table S8), we excluded genes that were also expressed in pollen samples (ATGE_73A-C); the remaining 357 probes were mapped to genes. Only single probes were chosen if multiple probes mapped to the same gene or a gene family. This criteria resulted in a final list of 349 SIV-enriched genes that was then compared to pollen-expressed genes (ATGE_73A-C, [28] to obtain P-values for overrepresented GO terms in SIV PT-enriched genes. The GO terms with P<0.05 were considered significantly overrepresented in SIV PT-enriched genes and reported in Table 1. Complete results of this analysis and the genes associated with GO-terms listed in Table 1 are provided in Table S9.

### RT-PCR and qRT-PCR

For each of the RT-PCR experiments, new RNA samples were isolated from the indicated cells/tissues, cDNA was synthesized and used as template for PCR (Figure S2) and quantitative real-time PCR (Figure 3 and Table 3). Total RNA was isolated using the Qiagen RNeasy kit followed by treatment with Fermentas DNase I (http://www.fermentas.com) prior to first-strand cDNA synthesis using Invitrogen ThermoScript RT-PCR kit (http://www.invitrogen.com). PCR (with PowerTaq DNA Polymerase PCR system, Altila Biosystems, Palo Alto, CA) was performed as follows: 3 minutes (min) at 94°C, 38 cycles of 30 seconds (sec) at 94°C, 1 min at 60°C and 1 min at 72°C, followed by 5 min at 72°C. Real-time RT-PCR was performed using the Roche FastStart DNA Master SYBR Green I master mix (http://www.roche.com) in a LightCycler system (Roche, http://www.roche.com). The PCR primers used in RT-PCR and qRT-PCR experiments are listed in Table S17. The PCR cycle conditions used for real time PCR were as follows: a 95°C for 5 min followed by 45 cycles of 95°C for 10 sec, 60°C for 15 sec, and 72°C for 15 sec. For each gene analyzed by RT-PCR and qRT-PCR, four reactions were carried out, including two technical replicates and two biological replicates (using RNA from independently harvested tissues). In each qRT-PCR run, ACTIN2 (Threshold Cycle (C_T_) value of 18–19), was used to normalize for mRNA levels. We considered a gene to be expressed only if it had a C_T_ value <36. When expression was not detected in a qRT-PCR reaction, a C_T_ value of 45 (since 45 cycles were used in a real time PCR reaction) was used to calculate the fold change.

### *In Vivo* Pollen Tube Staining

Manually self-pollinated *ms1* pistils were harvested either one minute or 2 hours after pollination. The pollinated pistils were stained with aniline blue to visualize *in vivo* pollen tube growth as described previously [84]. Stained pistils were observed on a Zeiss Axiovert 100 microscope with a Zeiss 365 G filter (Carl Zeiss, Oberkochen, Germany). By this staining procedure, the majority of the pollen tubes reached the style tissue in 2 hours (Figure 4A).

### Reverse Genetic Analysis

SAIL lines were chosen (http://signal.salk.edu/ [85]) with insertions between 300 bp upstream of the 5′ UTR and 300 bp downstream of the 3′UTR (exons were prioritized over introns); and for which there was a TAIL PCR sequence that corroborated the T-DNA insert site to a single locus in the *Arabidopsis* genome. Determination of Basta was performed as reported [49]. Basta plants were transferred to soil and T-DNA insertion sites were confirmed using left border (LB3, LB2, and/or LB1 [86]) and gene-specific ‘right’ primers (Table S16, designed using http://signal.salk.edu/tdnaprimers.2.html) in a PCR reaction. The PCR program used for this reaction was: 94°C for 5 min followed by 36 cycles of 94°C for 15 sec, 60°C for 30 sec, 72°C for 2 min, and a final elongation step of 72°C for 4 min. Pollen tetrads from one stage 14 flower [76] from each Basta plant were stained and assayed for segregation of the LAT52:GUS transgene as described [49]. Transmission of the T-DNA following self-fertilization or through crosses to *ms1* were tested as described [49].

### *In Vitro* Pollen Phenotypic Analysis

Pollen grains were incubated in liquid pollen growth medium [53] on upside-down slides [87] for 6 hours and stained for GUS activity as described [49]. Images were captured (Zeiss Axiovert 200 M, Carl Zeiss, Oberkochen, Germany) and used to determine pollen tube germination rates and pollen tube length for GUS- and GUS+ pollen using ImageJ software (http://rsbweb.nih.gov/ij/docs/faqs.html). These experiments were analyzed as a randomized complete block design with dates of observation as blocks and genotype of pollen (GUS+, insertion; GUS-, wild type) as treatments. Pollen germination and pollen tube length values were subjected to mixed-model analysis of variance with block considered a random effect and treatment a fixed effect. Untransformed least-squares means and P values [88] from this analysis are reported (Table 5). Analysis was done using PROC MIXED in SAS/STAT Version 9.1 of the SAS System for Windows. (Copyright © 2002-2003 SAS Institute Inc).

### *In Vivo* Pollen Phenotypic Analysis

Pollen tube growth in the pistil was examined after crossing pollen from heterozygous insertion plants to three or more *ms1* pistils. Pollinated pistils were harvested 24 hours after pollination, prepared for GUS staining and microscopy observations as described previously [49]. Stained pistils were imaged (differential interference contrast) using a Zeiss Axiovert 200 M microscope (Carl Zeiss, Oberkochen, Germany).

## Supporting Information

Figure S1 Hierarchical clustering of pollen arrays. Agglomerative hierarchical clustering of the fifteen microarrays representing four pollen conditions was performed to generate the dendrogram.
(0.09 MB TIF)

Figures S2 RT-PCR analysis of gene expression. Total RNA from indicated tissues—dry pollen, 0.5 h PT, 4 h PT, 8- and 21-day-old seedlings (DS) —was used as templates to perform oligo-dT primed reverse transcription reactions followed by cDNA synthesis. RT-PCR was performed with cDNAs from indicated tissues and gel images of PCR products amplified are shown. (A) RT-PCR analysis of pollen-enriched and pollen-expressed genes. (B) RT-PCR analysis of genes that are significantly altered in SIV PT compared to 4 h PT. (C) RT-PCR analysis of pistil-dependent gene expression changes in vivo. Samples analyzed were dry pollen, unpollinated ms1 pistils (virgin pistil), ms1 pistils pollinated for one minute (1 m pollinated pistil) and ms1 pistils pollinated for two hours (2 h pollinated pistil).
(1.89 MB TIF)

Figure S3 Heat maps representing microarray data. (A) Genes analyzed by qRT-PCR (Figure 3, Figure 4, and Table 3). Relative expression values obtained from microarray analysis (Table S5) are shown as a heat map. For each gene, the highest value is set at 100% and the relative value is calculated for other samples. (B) Genes chosen for reverse genetic analysis. The top set of genes were chosen because they were significantly higher in 4 h PT compared to dry pollen. The bottom set of genes were chosen because they were significantly higher in SIV PT than in 4 h PT. The heat map displays normalized expression values for all publicly available datasets we analyzed along with our pollen microarray data. The right panel shows a phenotypic summary of our reverse genetic analysis. Male transmission defects were determined by crossing heterozygous insertion pollen to ms1 pistils (Table 4). Germination % and tube length were determined in vitro (Table 5, Figure S4). Ovule targeting was determined by crossing heterozygous insertion pollen to ms1 pistils and counting the number of ovules targeted by insertion pollen tubes (Figure 5).
(0.88 MB TIF)

Figure S4 Five insertions cause defects in pollen tube growth in vitro. Pollen heterozygous for the indicated insertion was grown in vitro for 6 hours and then stained for GUS expression. GUS+ (blue) pollen tubes carry insertions; GUS- (white) pollen tubes are wild type. In control pollen (A), the GUS+ (blue) pollen tubes are as long and as numerous as GUS- (white) pollen tubes (see Table 5 for quantification). Insertions that did not cause severe growth defects are also shown (B–H). Insertions caused severe defects in pollen tube germination (L,N) and/or in tube length (I–P). Higher magnification images of indicated insertions are shown (N–P). Arrowheads point to representative GUS+ (black arrowhead) and GUS- (white arrowhead) in (A); all GUS+ pollen tubes are highlighted with black arrowheads in (O) and (P). Scale bars = 100 µm.
(1.54 MB TIF)

Figure S5 Members of subgroup 18 are expressed in growing pollen tubes. Mean microarray expression data (log2, Table S5) are plotted for each of the cell or tissue types analyzed in this study for seven genes that comprise MYB subgroup 18 [60],[61].
(0.25 MB TIF)

Table S1 Raw gene expression data for dry pollen
(6.27 MB XLS)

Table S2 Raw gene expression data for 0.5 h PT
(6.27 MB XLS)

Table S3 Raw gene expression data for 4 h PT
(6.27 MB XLS)

Table S4 Raw gene expression data for SIV PT. Normalized expression data (log2) for each replicate of dry pollen, 0.5 h PT, 4 h PT, SIV PT, and 25 selected experiments from publicly available sources; and statistical analyses for selected comparisons.
(5.95 MB XLS)

Table S5 Normalized expression data (log2) for each replicate of dry pollen, 0.5 h PT, 4 h PT, SIV PT, and 25 selected experiments from publicly available sources; and statistical analyses for selected comparisons. Statistical analyses of significant differences between two indicated conditions are described in Materials and Methods. The table has been sorted by Affymetrix ID (ascending). FC = Fold Change; B value = False discovery rate. Affymetrix probe sets (ID, Column A) associated with a single nuclear gene are identified by a Genbank number (column D) that begins At1G, At2G, At3G, At4G, or At5G; mitochondrial genes begin AtMG, chloroplast genes begin AtCG. Affymetrix probe sets associated with multiple genes are identified as ‘multiple’ in column D. Affymetrix probe sets that are not associated with genes are blank in column D. Genes associated with multiple Affymetrix probe sets are flagged (*) in column E. Affymetrix control probe sets begin ‘AFFX-’ (Column A), these were not counted in analyses.
(6.81 MB ZIP)

Table S6 Pearson correlation coefficients between microarray experiments. The Pearson correlation coefficients between quantile normalized 40 microarray data sets used in this study are shown.
(0.04 MB XLS)

Table S7 Complete list of overrepresented GO terms shown in Figure 2C and Figure 2E
(2.25 MB XLS)

Table S8 SIV PT-enriched genes
(0.51 MB XLS)

Table S9 Complete list of overrepresented GO terms and the associated genes from the Fisher exact test shown in Table 1
(0.17 MB XLS)

Table S10 Statistical analysis of significant gene expression changes between 0.5 h PT and dry pollen
(0.05 MB XLS)

Table S11 Statistical analysis of gene expression changes between 4 h PT and 0.5 h PT
(0.15 MB XLS)

Table S12 Statistical analysis of gene expression changes between 4 h PT and dry pollen
(0.21 MB XLS)

Table S13 Statistical analysis of gene expression changes between SIV PT and dry pollen
(1.36 MB XLS)

Table S14 Statistical analysis of gene expression changes between SIV PT v 4 h PT
(0.99 MB XLS)

Table S15 Genes that best discriminate the SIV PT cluster from other pollen clusters
(0.06 MB DOC)

Table S16 Syngenta Arabidopsis Insertion Lines (SAIL) analyzed
(0.04 MB XLS)

Table S17 List of primers used in RT-PCR and qRT-PCR experiments
(0.02 MB XLS)

## References

[1] Bishopp A, Mahonen AP, Helariutta Y (2006). Signs of change: hormone receptors that regulate plant development.. Development.

[2] Yadegari R, Drews GN (2004). Female gametophyte development.. Plant Cell.

[3] Borg M, Brownfield L, Twell D (2009). Male gametophyte development: a molecular perspective.. J Exp Bot.

[4] McCormick S (2004). Control of male gametophyte development.. Plant Cell.

[5] von Besser K, Frank AC, Johnson MA, Preuss D (2006). Arabidopsis HAP2 (GCS1) is a sperm-specific gene required for pollen tube guidance and fertilization.. Development.

[6] Yang Z (2008). Cell polarity signaling in Arabidopsis.. Annu Rev Cell Dev Biol.

[7] Cardenas L, Lovy-Wheeler A, Kunkel JG, Hepler PK (2008). Pollen tube growth oscillations and intracellular calcium levels are reversibly modulated by actin polymerization.. Plant Physiol.

[8] Cheung AY, Wu HM (2008). Structural and signaling networks for the polar cell growth machinery in pollen tubes.. Annu Rev Plant Biol.

[9] Geitmann A, Palanivelu R (2007). Fertilization Requires Communication: Signal Generation and Perception During Pollen Tube Guidance.. Floriculture and Ornamental Biotechnology.

[10] Okuda S, Tsutsui H, Shiina K, Sprunck S, Takeuchi H (2009). Defensin-like polypeptide LUREs are pollen tube attractants secreted from synergid cells.. Nature.

[11] Sandaklie-Nikolova L, Palanivelu R, King EJ, Copenhaver GP, Drews GN (2007). Synergid cell death in Arabidopsis is triggered following direct interaction with the pollen tube.. Plant Physiol.

[12] Escobar-Restrepo JM, Huck N, Kessler S, Gagliardini V, Gheyselinck J (2007). The FERONIA receptor-like kinase mediates male-female interactions during pollen tube reception.. Science.

[13] Capron A, Gourgues M, Neiva LS, Faure JE, Berger F (2008). Maternal control of male-gamete delivery in Arabidopsis involves a putative GPI-anchored protein encoded by the LORELEI gene.. Plant Cell.

[14] Christensen CA, Gorsich SW, Brown RH, Jones LG, Brown J (2002). Mitochondrial GFA2 is required for synergid cell death in Arabidopsis.. Plant Cell.

[15] Ingouff M, Hamamura Y, Gourgues M, Higashiyama T, Berger F (2007). Distinct dynamics of HISTONE3 variants between the two fertilization products in plants.. Curr Biol.

[16] Becker JD, Boavida LC, Carneiro J, Haury M, Feijo JA (2003). Transcriptional profiling of Arabidopsis tissues reveals the unique characteristics of the pollen transcriptome.. Plant Physiology.

[17] Honys D, Twell D (2003). Comparative analysis of the Arabidopsis pollen transcriptome.. Plant Physiol.

[18] Honys D, Twell D (2004). Transcriptome analysis of haploid male gametophyte development in Arabidopsis.. Genome Biol.

[19] Pina C, Pinto F, Feijo JA, Becker JD (2005). Gene family analysis of the Arabidopsis pollen transcriptome reveals biological implications for cell growth, division control, and gene expression regulation.. Plant Physiology.

[20] Borges F, Gomes G, Gardner R, Moreno N, McCormick S (2008). Comparative transcriptomics of Arabidopsis sperm cells.. Plant Physiol.

[21] Wang Y, Zhang WZ, Song LF, Zou JJ, Su Z (2008). Transcriptome analyses show changes in gene expression to accompany pollen germination and tube growth in Arabidopsis.. Plant Physiol.

[22] Mo Y, Nagel C, Taylor LP (1992). Biochemical complementation of chalcone synthase mutants defines a role for flavonols in functional pollen.. Proc Natl Acad Sci U S A.

[23] Guyon VN, Astwood JD, Garner EC, Dunker AK, Taylor LP (2000). Isolation and characterization of cDNAs expressed in the early stages of flavonol-induced pollen germination in petunia.. Plant Physiol.

[24] Taylor LP, Hepler PK (1997). Pollen Germination and Tube Growth.. Annu Rev Plant Physiol Plant Mol Biol.

[25] Higashiyama T, Kuroiwa H, Kawano S, Kuroiwa T (1998). Guidance in vitro of the pollen tube to the naked embryo sac of torenia fournieri.. Plant Cell.

[26] Palanivelu R, Preuss D (2006). Distinct short-range ovule signals attract or repel Arabidopsis thaliana pollen tubes in vitro.. BMC Plant Biol.

[27] Meyers BC, Kozik A, Griego A, Kuang H, Michelmore RW (2003). Genome-wide analysis of NBS-LRR-encoding genes in Arabidopsis.. Plant Cell.

[28] Schmid M, Davison TS, Henz SR, Pape UJ, Demar M (2005). A gene expression map of Arabidopsis thaliana development.. Nat Genet.

[29] Swanson R, Clark T, Preuss D (2005). Expression profiling of Arabidopsis stigma tissue identifies stigma-specific genes.. Sexual Plant Reproduction.

[30] Li H, Wu G, Ware D, Davis KR, Yang Z (1998). Arabidopsis Rho-related GTPases: differential gene expression in pollen and polar localization in fission yeast.. Plant Physiol.

[31] Zhang Y, McCormick S (2007). A distinct mechanism regulating a pollen-specific guanine nucleotide exchange factor for the small GTPase Rop in Arabidopsis thaliana.. Proc Natl Acad Sci U S A.

[32] Szumlanski AL, Nielsen E (2009). The Rab GTPase RabA4d Regulates Pollen Tube Tip Growth in Arabidopsis thaliana.. Plant Cell.

[33] Schiott M, Romanowsky SM, Baekgaard L, Jakobsen MK, Palmgren MG (2004). A plant plasma membrane Ca2+ pump is required for normal pollen tube growth and fertilization.. Proc Natl Acad Sci U S A.

[34] Frietsch S, Wang YF, Sladek C, Poulsen LR, Romanowsky SM (2007). A cyclic nucleotide-gated channel is essential for polarized tip growth of pollen.. Proc Natl Acad Sci U S A.

[35] Jiang L, Yang SL, Xie LF, Puah CS, Zhang XQ (2005). VANGUARD1 encodes a pectin methylesterase that enhances pollen tube growth in the Arabidopsis style and transmitting tract.. Plant Cell.

[36] Kobayashi K, Awai K, Takamiya K, Ohta H (2004). Arabidopsis type B monogalactosyldiacylglycerol synthase genes are expressed during pollen tube growth and induced by phosphate starvation.. Plant Physiol.

[37] Huang L, Cao J, Zhang A, Ye Y, Zhang Y (2009). The polygalacturonase gene BcMF2 from Brassica campestris is associated with intine development.. J Exp Bot.

[38] Parre E, Geitmann A (2005). Pectin and the role of the physical properties of the cell wall in pollen tube growth of Solanum chacoense.. Planta.

[39] Bock KW, Honys D, Ward JM, Padmanaban S, Nawrocki EP (2006). Integrating membrane transport with male gametophyte development and function through transcriptomics.. Plant Physiol.

[40] Stadler R, Truernit E, Gahrtz M, Sauer N (1999). The AtSUC1 sucrose carrier may represent the osmotic driving force for anther dehiscence and pollen tube growth in Arabidopsis.. Plant J.

[41] Hepler PK, Vidali L, Cheung AY (2001). Polarized cell growth in higher plants.. Annu Rev Cell Dev Biol.

[42] Holdaway-Clarke TL, Weddle NM, Kim S, Robi A, Parris C (2003). Effect of extracellular calcium, pH and borate on growth oscillations in Lilium formosanum pollen tubes.. J Exp Bot.

[43] Bittner M, Meltzer P, Chen Y, Jiang Y, Seftor E (2000). Molecular classification of cutaneous malignant melanoma by gene expression profiling.. Nature.

[44] Franklin-Tong VE (1999). Signaling and the modulation of pollen tube growth.. Plant Cell.

[45] Bosch M, Cheung AY, Hepler PK (2005). Pectin methylesterase, a regulator of pollen tube growth.. Plant Physiol.

[46] Sessions A, Burke E, Presting G, Aux G, McElver J (2002). A high-throughput Arabidopsis reverse genetics system.. Plant Cell.

[47] Twell D, Wing R, Yamaguchi J, McCormick S (1989). Isolation and expression of an anther-specific gene from tomato.. Mol Gen Genet.

[48] Preuss D, Rhee SY, Davis RW (1994). Tetrad analysis possible in Arabidopsis with mutation of the *QUARTET (QRT)* genes.. Science.

[49] Johnson MA, von Besser K, Zhou Q, Smith E, Aux G (2004). Arabidopsis hapless mutations define essential gametophytic functions.. Genetics.

[50] Drews GN, Yadegari R (2002). Development and function of the angiosperm female gametophyte.. Annu Rev Genet.

[51] Chen J, Deng F, Li J, Wang QJ (2008). Selective binding of phorbol esters and diacylglycerol by individual C1 domains of the PKD family.. Biochem J.

[52] Cruz-Ramirez A, Lopez-Bucio J, Ramirez-Pimentel G, Zurita-Silva A, Sanchez-Calderon L (2004). The xipotl mutant of Arabidopsis reveals a critical role for phospholipid metabolism in root system development and epidermal cell integrity.. Plant Cell.

[53] Boavida LC, McCormick S (2007). Temperature as a determinant factor for increased and reproducible in vitro pollen germination in Arabidopsis thaliana.. Plant J.

[54] Mollet JC, Park SY, Nothnagel EA, Lord EM (2000). A lily stylar pectin is necessary for pollen tube adhesion to an in vitro stylar matrix.. Plant Cell.

[55] Kim S, Mollet JC, Dong J, Zhang K, Park SY (2003). Chemocyanin, a small basic protein from the lily stigma, induces pollen tube chemotropism.. Proc Natl Acad Sci U S A.

[56] Burch-Smith TM, Dinesh-Kumar SP (2007). The functions of plant TIR domains.. Sci STKE.

[57] Faigon-Soverna A, Harmon FG, Storani L, Karayekov E, Staneloni RJ (2006). A constitutive shade-avoidance mutant implicates TIR-NBS-LRR proteins in Arabidopsis photomorphogenic development.. Plant Cell.

[58] Swanson WJ, Vacquier VD (2002). The rapid evolution of reproductive proteins.. Nat Rev Genet.

[59] Swanson WJ, Wong A, Wolfner MF, Aquadro CF (2004). Evolutionary expressed sequence tag analysis of Drosophila female reproductive tracts identifies genes subjected to positive selection.. Genetics.

[60] Friedman WE (1999). Expression of the cell cycle in sperm of Arabidopsis: implications for understanding patterns of gametogenesis and fertilization in plants and other eukaryotes.. Development.

[61] Procissi A, Guyon A, Pierson ES, Giritch A, Knuiman B (2003). KINKY POLLEN encodes a SABRE-like protein required for tip growth in Arabidopsis and conserved among eukaryotes.. Plant J.

[62] Kranz HD, Denekamp M, Greco R, Jin H, Leyva A (1998). Towards functional characterisation of the members of the R2R3-MYB gene family from Arabidopsis thaliana.. Plant J.

[63] Stracke R, Werber M, Weisshaar B (2001). The R2R3-MYB gene family in Arabidopsis thaliana.. Curr Opin Plant Biol.

[64] Schwager KM, Calderon-Villalobos LI, Dohmann EM, Willige BC, Knierer S (2007). Characterization of the VIER F-BOX PROTEINE genes from Arabidopsis reveals their importance for plant growth and development.. Plant Cell.

[65] Gusti A, Baumberger N, Nowack M, Pusch S, Eisler H (2009). The Arabidopsis thaliana F-box protein FBL17 is essential for progression through the second mitosis during pollen development.. PLoS ONE.

[66] Kim HJ, Oh SA, Brownfield L, Hong SH, Ryu H (2008). Control of plant germline proliferation by SCF(FBL17) degradation of cell cycle inhibitors.. Nature.

[67] Kepinski S, Leyser O (2005). The Arabidopsis F-box protein TIR1 is an auxin receptor.. Nature.

[68] Dharmasiri N, Dharmasiri S, Estelle M (2005). The F-box protein TIR1 is an auxin receptor.. Nature.

[69] Zhang D, Wengier D, Shuai B, Gui CP, Muschietti J (2008). The pollen receptor kinase LePRK2 mediates growth-promoting signals and positively regulates pollen germination and tube growth.. Plant Physiol.

[70] Muschietti J, Eyal Y, McCormick S (1998). Pollen tube localization implies a role in pollen-pistil interactions for the tomato receptor-like protein kinases LePRK1 and LePRK2.. Plant Cell.

[71] Zou J, Song L, Zhang W, Wang Y, Ruan S (2009). Comparative proteomic analysis of Arabidopsis mature pollen and germinated pollen.. J Integr Plant Biol.

[72] Holmes-Davis R, Tanaka CK, Vensel WH, Hurkman WJ, McCormick S (2005). Proteome mapping of mature pollen of Arabidopsis thaliana.. Proteomics.

[73] Grobei MA, Qeli E, Brunner E, Rehrauer H, Zhang R (2009). Deterministic protein inference for shotgun proteomics data provides new insights into Arabidopsis pollen development and function.. Genome Res.

[74] Johnson-Brousseau SA, McCormick S (2004). A compendium of methods useful for characterizing Arabidopsis pollen mutants and gametophytically-expressed genes.. Plant J.

[75] Palanivelu R, Brass L, Edlund AF, Preuss D (2003). Pollen tube growth and guidance is regulated by POP2, an Arabidopsis gene that controls GABA levels.. Cell.

[76] Smyth DR, Bowman JL, Meyerowitz EM (1990). Early flower development in Arabidopsis.. Plant Cell.

[77] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository.. Nucleic Acids Res.

[78] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data.. Biostatistics.

[79] Smyth GK (2004). Linear models and empirical Bayes methods for assessing differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

[80] Everitt B (1992). Applied Multivariate Data Analysis..

[81] Horan K, Jang C, Bailey-Serres J, Mittler R, Shelton C (2008). Annotating genes of known and unknown function by large-scale coexpression analysis.. Plant Physiol.

[82] Yadav RK, Girke T, Pasala S, Xie M, Reddy GV (2009). Gene expression map of the Arabidopsis shoot apical meristem stem cell niche.. Proc Natl Acad Sci U S A.

[83] Tanner SW, Agarwal P (2008). Gene Vector Analysis (Geneva): a unified method to detect differentially-regulated gene sets and similar microarray experiments.. BMC Bioinformatics.

[84] Preuss D, Lemieux B, Yen G, Davis RW (1993). A conditional sterile mutation eliminates surface components from Arabidopsis pollen and disrupts cell signaling during fertilization.. Genes Dev.

[85] Alonso JM, Stepanova AN, Leisse TJ, Kim CJ, Chen H (2003). Genome-wide insertional mutagenesis of Arabidopsis thaliana.. Science.

[86] McElver J, Tzafrir I, Aux G, Rogers R, Ashby C (2001). Insertional mutagenesis of genes required for seed development in Arabidopsis thaliana.. Genetics.

[87] Hicks GR, Rojo E, Hong S, Carter DG, Raikhel NV (2004). Geminating pollen has tubular vacuoles, displays highly dynamic vacuole biogenesis, and requires VACUOLESS1 for proper function.. Plant Physiol.

[88] Searle S, Speed FM, Milliken GA (1980). Population marginal means in the linear model: an alternative to least squares means.. American Statistician.

# Supplementary material for: Penetration of the Stigma and Style Elicits a Novel Transcriptome in Pollen Tubes, Pointing to Genes Critical for Growth in a Pistil
**Source:** PLoS Genet. 2009 Aug 28;5(8):e1000621. doi: 10.1371/journal.pgen.1000621
**Supplement:** Table S15 — Genes that best discriminate the SIV PT cluster from other pollen clusters (0.06 MB DOC)

| **Table S15.** Genes that best discriminate the SIV PT cluster from other pollen clusters | | | |
| --- | --- | --- | --- |
| Probe ID | GenBank ID | Gene description | Discriminative weights |
| SIV PT v dry pollen | | | |
| 261545_at | At1g63530 | similar to hydyroxyproline-rich glycoprotein | 10.03 |
| 256848_at | At3g27960 | kinesin light chain-related protein | 9.940 |
| 259803_at | At1g72150 | novel cell-plate-associated protein | 9.856 |
| 253246_at | At4g34600 | unknown protein | 9.836 |
| 254403_at | At4g21323 | subtilase family protein; | 9.834 |
| 258103_at | At3g23630 | isopentenyl transferase involved in cytokinin biosynthesis | 9.830 |
| 246136_at | At5g28470 | transporter | 9.704 |
| 266492_at | At2g07020 | protein kinase family protein | 9.700 |
| 246839_at | At5g26720 | unknown protein | 9.668 |
| 250535_at | At5g08480 | VQ motif-containing protein | 9.635 |
| SIV PT v 4h PT | | | |
| 258739_at | multiple | unknown protein | 6.179 |
| 264648_at | At1g09080 | luminal binding protein 3 | 5.996 |
| 263397_at | multiple | GDSL-motif lipase/hydrolase | 5.910 |
| 249794_at | At5g23530 | Similar to esterase/lipase/thioesterase | 5.908 |
| 259962_at | At1g53690 | DNA-directed RNA polymerase I, II and III 7kDa subunit | 5.896 |
| 265904_at | At2g25630 | glycosyl hydrolase | 5.859 |
| 246136_at | At5g28470 | transporter | 5.858 |
| 267169_at | At2g37540 | short chain-dehydrogenase/reductase | 5.854 |
| 258279_at | At3g26870 | Self-incompatibility-related protein | 5.820 |
| 263169_at | At1g03010 | Phototropic-responsive NPH3 family protein | 5.812 |

How the deposited data were processed for this re-analysis (not part of the article)

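The data are 15 Affymetrix ATH1 arrays of Arabidopsis pollen: 4 of dry pollen, 4 of pollen after 0.5 h on growth medium (0.5 h PT), 4 after 4 h (4 h PT) and 3 of pollen tubes cut off after they had grown through an excised pistil and out onto medium (SIV PT). Samples were mapped to conditions and replicate numbers by the titles that their submitters gave them. The intensity values are scaled signals per probe set, made by the authors with GCOS (per the submitters' processing notes; its version is not given in the sources used here) and deposited on a linear scale with the 2% trimmed mean of each array set to about 500. No normalization between arrays beyond that scaling had been done. The paper's own values come from RMA on these and 25 further arrays, which cannot be repeated from signals per probe set, so folds and counts here rest on another summary of the same arrays.

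Signals were turned into log2(signal + 64), and 64 control probe sets were left out, which leaves 22746. All 15 arrays entered 1 linear model in limma 3.58.1 under R 4.3.3, with 1 mean per condition and empirical Bayes variances without a trend (11 residual and 3.97 prior degrees of freedom). The 5 comparisons were SIV PT against dry pollen, SIV PT against 4 h PT, 4 h PT against dry pollen, 4 h PT against 0.5 h PT, and 0.5 h PT against dry pollen. A probe set counts as changed at the paper's limits, B above 3 and at least 3-fold. Adjusted p-values are from limma across all probe sets with the Benjamini-Hochberg correction within each comparison. Every changed probe set has groups whose replicates do not overlap, which the limits on B and fold largely bring about, so it adds no evidence. Over all 22746 probe sets, changed or not, 7,730 do not overlap between SIV PT and dry pollen and 6,481 between SIV PT and 4 h PT. From dry pollen to 4 h PT there are 1,893, from 0.5 h PT to 4 h PT 1,483 and from dry pollen to 0.5 h PT 924. Chance alone gives 5.71% of probe sets with 3 against 4 arrays and 2.86% with 4 against 4. Levels are means and standard deviations of the signals themselves, while folds are on the log2(signal + 64) scale, so they are smaller than ratios of the levels where a signal is near the offset.

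A probe set counts as expressed where its mean log2 signal over the replicates of a condition is at least 8 (a signal of 256). The paper's limit of 100 belongs to the RMA scale and was run as an alternative. Single values per array were compared by exact permutation tests over all splits into groups of the same sizes. Correlations are Pearson's on log2(signal + 64) over all tested probe sets, and arrays were clustered on 1 minus that correlation.

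Probe sets were joined to genes by the platform table where it names 1 gene (13324 probe sets) and otherwise by the paper's supplementary tables (1956). Another 580 probe sets with several genes, 142 for which these sources differ and 6744 with no name in either stay in the counts but are not named. Rising probe sets are named more often than falling ones. From 4 h PT to SIV PT 540 of 616 rises and 324 of 474 falls have 1 named gene, and from dry pollen to SIV PT 775 of 929 and 445 of 642. The supplementary tables hold lists of changed genes, so named genes and gene lists can be tilted towards rises.

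The genes that the text names follow a rule written before the data were examined: up to 10 probe sets with the largest changes in each direction of each comparison, up to 4 members of each gene list with the largest changes among those that passed (or 1 where none did), and the genes that the paper names or tests. Values of some of these genes in the paper's tables had been seen by then. Gene lists were also fixed then, from general knowledge of the tissue: ER chaperones and unfolded protein response, heat shock proteins with the transcription factor HSFA2, TIR-NBS-LRR receptors outside the paper's list, pectin methylesterases, polygalacturonases, CHX antiporters, sucrose and hexose transporters, calcium signalling, polarity and receptor signalling, MYB subgroup 18, pollen MADS-box factors, DNA replication, pistil tissue markers, jasmonate and wound response, ribosomal proteins, and phosphatidylcholine synthesis. Sperm cell and green tissue lists kept 1 gene each and give a level only. Only the TIR-NBS-LRR list was made to leave out the paper's genes. Other lists hold genes that the study chose on these samples, among them BIP3, SEC31A, SUC7, SUC8, ATCHX7, CHX3, AT5G27870, AT3G06830, MYB120 and XPL1. The counts and camera p-values of those lists are to that extent not independent evidence. The 16 lists were tested with camera in limma (correlation between genes set to 0.01) in the 5 comparisons, 80 tests corrected together, and again with the correlation estimated from the data.

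The number of arrays, 3 or 4 per condition, limits precision. In arrays simulated with changes between SIV PT and 4 h PT, 46 of 50 rises and 32 of 50 falls of 4-fold were found. At 8-fold these were 50 of 50 and 49 of 50, and 0 of 22546 unchanged probe sets were called. Changes were set on the signal scale in probe sets at a signal of at least 256 in 4 h PT. The offset shrinks falls to low signals, so some 4-fold falls lie under the 3-fold limit whatever the number of arrays. The noise was normal and independent, so the simulation does not cover arrays that stand apart. Signals near the floor vary widely between replicates, which the offset damps.

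Alternatives were quantile normalization, median centring, offsets of 16 and 256, a filter on probe sets expressed in no condition, a variance trend, only the 2 conditions compared, the replicate number as a block, limma arrayWeights, adjusted p under 0.05 with and without the 3-fold limit, other limits of expression, and leaving out each array in turn. Leaving out 4 h PT replicate 4 and 0.5 h PT replicate 2 together was added after the clustering had been seen. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. The arrays of sporophytic tissues and of the earlier pollen study, the GO term tests, and the PCR and mutant data are not analysed here. Of the paper's tables of changed genes, the copies of Table S13 and of the lower part of Table S14 used here stop early, so gene-by-gene comparison was made for Tables S10, S11, S12 and the higher part of S14.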

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

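The tests of technical and biological explanations in this part were chosen after the results were seen, apart from the splits of the arrays, which were planned. The rules by which the tests of mixed-in ungerminated grains, of pistil tissue, of array scaling for the number of expressed probe sets and of germination or growth among the 4 h PT replicates decide were changed after their values were known.

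2 gene groups that the paper does not discuss stand out: 13 members of the list of ER chaperones and the unfolded protein response rose from 4 h PT to SIV PT, and 14 transcripts on the heat shock list rose from dry pollen to SIV PT. With an estimated correlation the heat shock list no longer passes in that comparison (camera adjusted p = 0.0873), and the ER list does. The ER list holds BIP3 and SEC31A, which the study picked on these samples as higher in SIV PT. Single arrays far from the other 3 of their condition were found in 14 of 233 groups of 4 arrays tested, where chance gives about 1 in 20, and 8 of the 14 lie in 4 h PT, 5 of them in replicate 4 and 3 in replicate 3. In 4 h PT replicate 4, AT3G06830 is at 16,200 (others 32,529 to 34,507), ABCB9 at 11,000 (4,383 to 4,587), CNGC18 at 2,820 (4,240 to 4,466), AT1G09575 at 2,100 (1,037 to 1,158) and TIL at 2,160 (985 to 1,104). In 4 h PT replicate 3, AT1G29770 is at 115 (778 to 861), AT3G15860 at 755 (1,995 to 2,077) and AT5G08480 at 196 (1,474 to 2,096). In dry pollen, HSP17.4 is at 506 in replicate 1 (243 to 275), RPI2 at 1,230 in replicate 1 (1,567 to 1,640) and BUPS2 at 13,500 in replicate 3 (16,614 to 16,869). In 0.5 h PT, AT5G27870 is at 46,200 in replicate 4 (56,016 to 57,730), AT3G19690 at 328 in replicate 1 (580 to 643) and AT1G09575 at 319 in replicate 2 (363 to 372).

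Spread among the 4 h PT replicates: in replicate 4 the probe sets higher in SIV PT than in dry pollen lie a median of 0.48 log2 above the other replicates and the lower ones 0.37 below, a gap of 0.85. Array scaling moves both groups to 1 side and so cannot be the whole cause. After quantile normalization the gap is 0.70, which is consistent with replicates that differ in the share of germinated grains or in the progress of tube growth. Each deviation is taken from the other 3 replicates, so the negative gaps of replicates 1 to 3 follow from replicate 4 in part and add no evidence. No count of germinated grains per replicate was used here, so these 2 are not told apart.

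Smaller changes in 4 h PT than in SIV PT: of the 929 probe sets higher in SIV PT than in dry pollen, 51.7% have under 10% of that rise in 4 h PT, 46.8% without 4 h PT replicate 3 and 59.5% without 4 h PT replicate 4. Array scaling is argued against, since 452 of the 616 probe sets higher in SIV PT than in 4 h PT stay so after quantile normalization. Ungerminated grains mixed into 4 h PT would leave about 1 share for all genes, and the shares have quartiles of 3.1 and 19.5% with 34 probe sets over 50%. These omissions fall on both sides of the 50% set for that test, so its rule does not decide. The median share is 9.8%, and 7.3 to 10.9% when single arrays are left out, where the paper counts 58.3% of grains as germinated. These values argue against such a mixture as the whole cause for these probe sets, if grains and tubes give RNA alike. For the 642 probe sets lower in SIV PT the median share of the fall is larger, 26.2% with quartiles of 11.9 and 38%, and the rule was not applied to them. The size of the part of ungerminated grains cannot be told apart from growth in the pistil, and growth for a longer time is confounded with the pistil.

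More expressed probe sets in SIV PT: a single scale factor per array is argued against as the whole cause by median centring, which leaves 6,163 in SIV PT, 6,148 to 6,311 on its single arrays and 4,781 to 5,366 on all others. Quantile normalization gives every array 5,425 and so decides nothing about the total; it reduces the excess over dry pollen to 5,403 against 5,158, with 778 in SIV PT alone, 60 in 4 h PT alone and 172 in dry pollen alone. A difference in the shape of the signal distribution stays open. The excess depends on the limit: at a signal of 100 it is 8,889 in SIV PT against 8,878 in dry pollen. Of 8 pistil and green tissue markers, with 0 expressed in dry pollen or SIV PT, the largest rise from 4 h PT is 98.1 in signal (CES). All 8 lie under the limit of expression, and the paper's stigma and ovary values, which would give their level in pistil tissue, were not analysed here. The 8 are 7 of 19 listed pistil markers and 1 of 21 listed green tissue markers. With these markers a part of pistil tissue cannot be told apart from growth in the pistil. The paper states that the tubes were free of pistil tissue under the microscope. The 3' to 5' ratio is higher in every SIV PT array than in every other array for 3 of 6 control pairs of probe sets, 1 each for actin, GAPDH and ubiquitin (for this GAPDH pair exact permutation p = 0.0022, the smallest possible). Among these 3, the actin and GAPDH ratios rest in part on signals near or under the limit of expression, and the ubiquitin ratio on strong ones. A second GAPDH pair overlaps narrowly (exact permutation p = 0.0132). RNA quality and input go with SIV PT in every array, so their part cannot be told apart from the condition.

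Among splits of the same arrays into groups of the same sizes, 9 counts are each reached by 1 of 35 splits, the real one. That is the smallest share 35 splits can give, and the 9 counts were not corrected together. The other splits mix 2 conditions, which widens the spread within groups and lowers their calls. They argue against chance for each count without excluding it. From dry pollen to SIV PT the real counts are 929 higher and 642 lower and the highest others 1 and 7. From 4 h PT to SIV PT they are 616 and 474 against 37 and 152, from dry pollen to 4 h PT 163 and 11 against 0 and 0, from 0.5 h PT to 4 h PT 116 higher against 1, and from dry pollen to 0.5 h PT 6 and 8 against 0 and 0.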

How the results depend on the processing

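The omission of 2 arrays that stand apart was chosen after the clustering was seen, and all other alternatives were planned. Of the 5 comparisons, none had a changed probe set called in the opposite direction under any alternative apart from the single omissions. Under the single omissions direction was checked for named genes only. Quantile normalization kept 1,266 of the 1,571 probe sets changed between SIV PT and dry pollen and 848 of 1,090 between SIV PT and 4 h PT. Counts moved by over 1.5 times as follows, and apart from the effect of fewer arrays or another call rule the cause was not tested. With offset 16, 3 probe sets are lower in 4 h PT than in 0.5 h PT. With the larger offset (2 to the power 8) 2 are lower in 4 h PT than in dry pollen, and 3 are higher and 2 lower in 0.5 h PT. With a variance trend 11 are higher in 0.5 h PT than in dry pollen, with arrayWeights 10 and with adjusted p and 3-fold 10. With only the 2 conditions compared in the model 391 are higher in SIV PT than in 4 h PT, 87 higher and 4 lower in 4 h PT than in dry pollen, 45 higher in 4 h PT than in 0.5 h PT and 3 lower in 0.5 h PT than in dry pollen. Adjusted p with 3-fold gives 938 higher in SIV PT than in 4 h PT. Adjusted p alone gives 3,211 higher and 2,425 lower (SIV PT against dry pollen), 2,933 and 2,057 (SIV PT against 4 h PT), 403 and 139 (4 h PT against dry pollen), 287 and 34 (4 h PT against 0.5 h PT) and 18 and 16 (0.5 h PT against dry pollen). Without the 2 arrays that stand apart, 4 h PT replicate 4 and 0.5 h PT replicate 2, 74 are higher in 4 h PT than in 0.5 h PT. Between SIV PT and 4 h PT the share of changed probe sets that rose goes from 56.5% to 65.4% with median centring, 50.15% with quantile normalization and 47.92% with offset 16, where 449 are higher and 488 lower.

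Leaving out 1 array at a time gives 443 to 670 higher and 434 to 504 lower in SIV PT than in 4 h PT, 138 to 180 and 8 to 13 in 4 h PT than in dry pollen, 87 to 144 and 0 in 4 h PT than in 0.5 h PT (limma, with 1,181 lower at an unadjusted p under 0.05), and 4 to 9 and 6 to 12 in 0.5 h PT than in dry pollen. In all 15 omissions 692 rose and 540 fell between dry pollen and SIV PT, and 392 and 389 between 4 h PT and SIV PT.

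The replicate numbers do not pair the samples: deviations from the condition means correlate at −0.02 to 0.041 in 21 pairs of arrays with 1 number and at −0.051 to 0.029 in 63 pairs with different numbers. With the number as a replicate block 880 probe sets are higher and 636 lower in SIV PT than in dry pollen, 584 and 472 than in 4 h PT, 154 and 10 in 4 h PT than in dry pollen, 116 and 0 in 4 h PT than in 0.5 h PT, and 6 and 9 in 0.5 h PT than in dry pollen. Gene lists under 0.05 are then 28 of 80, against 25 in the chosen model.

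Expressed probe sets depend on the limit: at a log2 limit of 7 dry pollen holds 7,523, dry pollen or 0.5 h PT 8,239 and 4 h PT alone 277, at 9 4 h PT alone holds 12. At a signal of 100 there are 8,878 in dry pollen, 8,621 in 0.5 h PT, 8,701 in 4 h PT, 8,889 in SIV PT, only just above dry pollen, 6,329 in all 4 conditions, 9,863 in dry pollen or 0.5 h PT and 455 in 4 h PT alone. SIV PT alone has 778 after quantile normalization, and 4 h PT alone 26 after median centring and 28 where every replicate must reach the limit. With an estimated correlation 2 list tests pass, and 15 when only expressed probe sets are tested. The lowest correlation within a condition and the highest between SIV PT and another condition become 0.876 and 0.844 with offset 16, 0.966 and 0.907 with the larger offset, 0.718 and 0.717 with Spearman's coefficient and 0.958 and 0.826 among expressed probe sets, and the second becomes 0.891 after quantile normalization. Of 1,257 probe sets on the paper's lists 742 are called here, 449 with only the 2 conditions compared and 1,188 by adjusted p alone.

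Of 370 calls for named genes, quantile normalization ended 30, median centring 4, offset 16 57, the larger offset 55, the replicate block 17 and at least 1 omission 73, and 0 turned direction. The number of arrays, 3 or 4 per condition, and signals near the floor limit what can be called.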

Differences from the paper's values

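The paper's counts and folds rest on RMA values of 40 arrays, and those here on scaled signals of 15 at the same limits of B above 3 and 3-fold. Unless stated otherwise, none of the alternatives set before the data were examined brings a value below to within the paper's.

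The paper gives 356 probe sets lower in SIV PT than in dry pollen and 642 are found here. The larger offset brings the count within 1.5 times of the paper's and the other 10 alternatives do not. Between SIV PT and 4 h PT the paper gives 235 lower and 474 are found. With only the 2 conditions compared the count is 339, within 1.5 times of the paper's, and the other 10 do not reach that. The same setting gives 391 higher, where the paper gives 900. The paper gives 15 higher in 0.5 h PT than in dry pollen and 6 are found. A variance trend, arrayWeights and both adjusted p rules close that gap and the other 7 do not. Genes detected only in 4 h PT number 75 in the paper and 46 here, at another limit of expression. Quantile normalization closes this gap, as does leaving out 4 h PT replicate 1, 2 or 3, and the other 5 alternatives do not.

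The largest rise from dry pollen to SIV PT is 382.4-fold in the paper and 603.1-fold here, and only the omission of SIV PT replicate 2 brings them together. The largest fall there is 28.7-fold in the paper and 62.79-fold here, and from 4 h PT to SIV PT 19.0-fold and 44.19-fold. The largest rise from dry pollen to 0.5 h PT is 7.2-fold in the paper and 12.09-fold here, and the larger offset closes the gap.

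Of 16 genes in Table 3, 5 differ. AT1G18830 is 11.33-fold in the paper and 5.09-fold here, AT5G27870 12.64-fold and 40.1-fold, and AT3G06830 8.39-fold and 20.8-fold. The paper's PCR folds of AT5G27870 and AT3G06830 are larger than both, and that of AT1G18830 is nearer the paper's array value. XPL1 is 4.92-fold in the paper and 9.92-fold here, a gap closed by the larger offset, at 7.33-fold, or the omission of 4 h PT replicate 3, at 7.95-fold. AT1G73630 is 8.09-fold in the paper and 14.8-fold here, which the larger offset or the omission of 4 h PT replicate 2 or SIV PT replicate 1 closes. Of 31 genes in Table S16, 5 are counted as differing and 23 have a larger fold here. That count does not follow the ratio of the folds alone. MBF1C is 7.10089-fold in the paper and 13-fold here, a larger ratio than for AT1G74450, and is not counted. AT3G46220 (3.55969 and 5.76) and ABCB9 (13.871 and 21.3) are also larger here and not counted. How the alternatives move these uncounted folds is not given here. Among the 5 counted, INT4 is 5.59253-fold in the paper and 17.3-fold here. The larger offset closes the gaps of AT1G74450 (10.5542-fold in the paper, 17.4-fold here), HSP18.2 (3.63889 and 6.5), ZIP11 (16.778 and 33.5) and XPL1 (4.93255 and 9.92). For AT1G74450 the omission of 4 h PT replicate 4 does so too, for HSP18.2 that of dry pollen replicate 1 or 2 or 4 h PT replicate 3 or 4, and for XPL1 that of 4 h PT replicate 3.

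Mean correlations between arrays in Table S6 are 0.975 within dry pollen in the paper and 0.955 here, 0.972 and 0.95 within 0.5 h PT, 0.972 and 0.95 between these 2, 0.865 and 0.827 between SIV PT and dry pollen, and 0.9 and 0.868 between SIV PT and 4 h PT. Within 4 h PT they are 0.963 in the paper and 0.938 here, and within SIV PT 0.974 and 0.963, and both gaps close when only expressed probe sets are used. Between 4 h PT and dry pollen they are 0.954 in the paper and 0.93 here, and the larger offset or only expressed probe sets close the gap.

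All 1,257 probe sets on the paper's lists of changed genes (Tables S10, S11, S12 and the higher part of S14) have the paper's direction here, and 742 of them pass, 1,188 by adjusted p alone and 449 with only the 2 conditions compared. The paper counts AT2G46600 as higher in 4 h PT than in dry pollen, and here it reaches 2.84-fold. It passes by adjusted p alone and without dry pollen replicate 4, 4 h PT replicate 1 or 4 h PT replicate 3, and not under the other 10 alternatives or 12 omissions. The paper counts XPL1 as higher in SIV PT than in 4 h PT, which holds here for 1 of its 2 probe sets. The other, at 3.71-fold, passes with a variance trend and under both adjusted p rules, and not under the other 8 alternatives or any omission. For XPL1 the paper's PCR gives a smaller fold than its arrays and than either probe set here. The paper places most of the 4 most abundant of 125 MYB transcripts of SIV PT in subgroup 18. Only 20 probe sets with a MYB symbol are measured here, 2 of the 7 subgroup members have no named one, and signals of different probe sets do not rank transcripts, so that order is not compared. The paper names MYB65 as highest in SIV PT, and it is so here at 281 ± 51, without passing.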

Other observations

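HSP17.6B, a small heat shock protein gene, is at 128 ± 31 in dry pollen and 2,585 ± 1,729 in 4 h PT (mean signal ± SD, n = 4 each). It rose 11.8-fold over this step, and HSP17.6A and HSP17.4 rose by 3.34 and 3.25 log2. In SIV PT HSP17.6B stands at 7,537 ± 3,766 (n = 3), and its change of 1.60 from 4 h PT did not pass. LEA3, a late embryogenesis abundant gene, rose 144-fold from dry pollen to SIV PT, AT4G26830 142-fold and AT1G54050 by 7.21 log2. LTP3, for a lipid transfer protein, is at 297 ± 88 in dry pollen, 44 ± 22 in 4 h PT and 316 ± 62 in SIV PT. It fell by 1.73 log2 from dry pollen to 4 h PT and rose again from 4 h PT to SIV PT, a call that ends after quantile normalization, at 1.60, in a fit with a replicate block, at 1.78, and without SIV PT replicate 2, and neither change passes with the larger offset. The jasmonate, ribosomal protein, heat shock, sugar transporter and ER chaperone groups are not discussed by the paper as groups, apart from the sugar transporters.

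4 h PT replicate 4 has the highest median signal of the 15 arrays, 108.3, against 76.3 to 87.0 in the other 3 arrays of that condition. Its correlation is 0.903 to 0.918 with dry pollen arrays and 0.874 to 0.879 with SIV PT arrays.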
